# *Cis* inhibition of NOTCH1 through JAGGED1 sustains embryonic hematopoietic stem cell fate

**DOI:** 10.1038/s41467-024-45716-y

**Published:** 2024-02-21

**Authors:** Roshana Thambyrajah, Maria Maqueda, Wen Hao Neo, Kathleen Imbach, Yolanda Guillén, Daniela Grases, Zaki Fadlullah, Stefano Gambera, Francesca Matteini, Xiaonan Wang, Fernando J. Calero-Nieto, Manel Esteller, Maria Carolina Florian, Eduard Porta, Rui Benedito, Berthold Göttgens, Georges Lacaud, Lluis Espinosa, Anna Bigas

**Keywords:** Cell signalling, Haematopoietic stem cells, Haematopoiesis

## Abstract

Hematopoietic stem cells (HSCs) develop from the hemogenic endothelium (HE) in the aorta- gonads-and mesonephros (AGM) region and reside within Intra-aortic hematopoietic clusters (IAHC) along with hematopoietic progenitors (HPC). The signalling mechanisms that distinguish HSCs from HPCs are unknown. Notch signaling is essential for arterial specification, IAHC formation and HSC activity, but current studies on how Notch segregates these different fates are inconsistent. We now demonstrate that Notch activity is highest in a subset of, GFI1 + , HSC-primed HE cells, and is gradually lost with HSC maturation. We uncover that the HSC phenotype is maintained due to increasing levels of NOTCH1 and JAG1 interactions on the surface of the same cell (*cis*) that renders the NOTCH1 receptor from being activated. Forced activation of the NOTCH1 receptor in IAHC activates a hematopoietic differentiation program. Our results indicate that NOTCH1-JAG1 *cis*-inhibition preserves the HSC phenotype in the hematopoietic clusters of the embryonic aorta.

## Abstract (web summary)

Notch signaling is critical for HSC emergence. Here, the authors identify a sub-set of hemogenic endothelial cells with high Notch activity that it is gradually shut down through cis inhibition of NOTCH1 by JAG1, and report that this process sustains HSC.

## Introduction

Hematopoietic stem cells (HSCs) have the exceptional ability to self-renew and re-establish the entire blood system after injury or transplantation, making them very attractive to treat blood disorders. The initial HSCs are detected during mid-gestation (E10-E12) in the trunk of the embryo, where the aorta, gonads and mesonephros (AGM) co-localize. At the site of their origin, they are detected in intra-aortic hematopoietic clusters (IAHC), clusters of hematopoietic cells that reach into the lumen of the dorsal aorta (DA)^1–4^. Although several hundreds of such hematopoietic cells (HSPC) are organized in 30-40 IAHC, only a small minority of these cells show HSC activity in transplantation assays^5–7^. Markers that distinguish these early HSCs from multipotent progenitors (hereafter referred to as HPC) are only starting to emerge^8^. Indeed, very recent studies demonstrate that the hematopoietic system with its established hierarchy, i.e., with long/short term (LT/ST-) HSCs and HPCs are already present in the AGM^8–10^. The recent findings suggests that all these hematopoietic cells migrate to the fetal liver to multiply simultaneously, as opposed to the (LT)-HSCs pool derived from the AGM generating the entire blood system in the fetal liver^9,10^. This updated model implies that certain molecular mechanisms must be in place to support the emergence of these diverse blood populations within a short length of time in the AGM.

All IAHC are derived from hemogenic endothelial (HE) cells, a specialised endothelium that is embedded with the DA, but already expresses essential transcription factors of HSPC, including *Gata2*, *Runx1* and *Gfi1*^11–16^. These HE cells undergo a transformation to a hematopoietic phenotype, termed endothelial to hematopoietic transition (EHT) whereby they round up and bud into the lumen with concomitant proliferation and thereby decrease endothelial marker gene expression^1,17–21^. During this process, the cells undergoing EHT start to gain the hematopoietic markers *cKIT* and CD41 followed by CD45 in a small minority of IAHC, which categories HSCs in the AGM ^22–24^. Moreover, more stringent markers, including SCA1 and EPCR can be added to enrich the IAHC for HSCs (T2-HSCs)^25,26^. Numerous recent publications have analysed the stepwise progression of HE cells to HSPC at different developmental stages by single cell RNA sequencing^16,18,25,27,28^. Remarkably, many of them identified the expression of Notch signalling molecules and Notch targets as characteristic for arterial endothelium, HE and IAHC, indicating an essential role in these cell populations^18,28^.

The Notch signalling pathway is highly conserved in metazoan and controls cell fate decisions during embryonic development that is initiated by cell-cell contact^29^. In mammals, there are four Notch receptors (*Notch1–4*) and five ligands: three Delta ligands (*Dll1*, *Dll3*, and *Dll4*) and two Jagged ligands (*Jag1* and *Jag2*)^30^. Typically, a cell displays one of the Notch receptors and its neighboring cell interacts through a Notch ligand which mediates Notch activation in the receptor bearing cell, thereby releasing the Notch Intracellular Domain (NICD), which then translocate into the nucleus to activate the transcriptional repressor genes, *Hes/Hey* in vertebrates which in turn can repress genes driving cell specification, cell differentiation, and cell cycle arrest^31^.

Most studies have described Notch receptor and ligands interactions between neighbouring cells (*trans* interactions) that ultimately leads to cell fate segregation within a population by lateral induction or inhibition^32,33^. However, emerging studies postulate and demonstrate that receptor and ligand can be co-expressed by the same cell (in *cis*)^34–37^. This *cis* conformation has two advantages for the cell. Firstly, it can switch between different cell fates independent of *trans* activation through expressing ligands in *cis* that can be activating or inhibiting, and secondly, it can shield, reduce or prevent *trans*-activation by sequestering free receptors. Adding to the complexity of Notch signalling, the affinity of the Notch receptors to the ligands can by either weakened or enhanced by glycosylation of the extracellular part of the receptor by Fringe proteins (MANIC, LUNATIC and RADICAL)^38^. Whilst both LUNATIC and MANIC enhance binding of DLL1 to NOTCH1, RADICAL (*Rfng*) also enhances binding to JAG1^39^ and, facilitates *cis* activity of NOTCH1 for JAG1^34^.

Since Notch signalling is crucial for both arterial specification and IAHC (including HSC activity), it has been challenging to uncouple Notch signaling requirements for arterial identity from hematopoietic commitment^40^. In embryonic *Notch1*-chimeras, *Notch1*-deficient cells fail to contribute to haematopoiesis after E15.5, suggesting that *Notch1* is needed in hematopoietic cell intrinsically for their specification^41,42^. Counterintuitively, transgenic Notch activity tracing mouse models defined lower Notch activity in IAHC compared to their arterial surrounding^43^ and blocking DLL4 with a specific antibody at the time of HSC emergence increases HSC frequency^17^. However, both complete and endothelial specific KO of the notch ligand *Jag1* show a specific loss of IAHC and HSC activity, although the artery formation is intact^44,45^. Finally, maturing T2-HSCs are Notch independent^46^. It is therefore unclear how these seemingly contradictive phenotypes can be consolidated. Specifically, it is not known how lower Notch activity during HSC maturation through *Notch1* is established.

Here, we studied the dynamic protein levels of notch receptors and ligands by FACS during HE to IAHC transition. We find profound differences in the distribution of the ligands, DLL4 and JAG1. DLL4 is predominantly present at early stages and more specifically in HE, whereas JAG1 is detected robustly in IAHC and its levels are sustained from E10.25 to E11.5. By capturing the surface expression of Notch signaling molecules, NOTCH1, DLL4 and JAG1 at the time of FACS assisted purification of cells (Index FACS) we were able to link their protein expression profile to hematopoietic fate by single cell RNA seq. Remarkably, we identified a subset of GFI1 + HE that expresses high levels of Notch target genes and suggesting high Notch activity. This small population of Notch activated HE cells proceed to cluster towards T2-HSCs and already express markers of HSC fate. We visualized the interaction of NOTCH1 and DLL4/JAG1 by Proximity ligation assay. We found NOTCH1 and JAG1 interactions accumulated as foci in IAHC, and these interactions could be further identified as *cis* conformation. Furthermore, our single cell RNA seq data set indicated the expression of *Rfng* in a subset of T2-HSCs. By Immunohistochemistry (IHC) and FACS analysis we show that RFNG is specific for the T2-HSC population. RFNG knockdown AGMs have reduced numbers of HSCs and the NOTCH1-JAG1 *cis* interactions are reduced, suggesting that RFNG favors NOTCH1-JAG1 in *cis* and that this conformation is essential for HSC maintenance. Finally, we deregulated this NOTCH1-JAG1 cis interaction by culturing the cells ex vivo in the presence of recombinant JAG1 protein (Fc-JAG1). Using a nascent RNA capture assay, we found that genes associated with lineage differentiation and cell cycle are the main networks regulated by NOTCH1-JAG1 in *cis* conformation in GFI1 + IAHC.

Altogether, we uncovered an aspect of the role of Notch signalling in HSC biology where RFNG in HSCs facilitates NOTCH1-JAG1 interactions in *cis* that fine tunes the differentiation and cell cycle kinetics to a stem cell state.

## Results

### Notch receptors and ligand proteins are dynamically expressed in the AGM subpopulations

Recent availability of antibodies against different members of the Notch family allows the precise characterization of protein levels in rare populations at a single cell level. We characterized the presence of Notch receptors and ligands in the AGM subpopulations during hematopoietic development (E10.25-E11.5). We detected the presence of most of the ligands and receptors at E10.5, and a decrease at E11.5 was observed for NOTCH1 and DLL4 in the endothelium (CD31+cKIT-CD45-) and IAHC (CD31+cKIT + ), as well as for JAG1 in CD45 + IAHC (Supplementary Fig. 1 and Supplementary Data 1). Based on the literature and our previous work^42–44,46^, we focused our subsequent analysis on NOTCH1, NOTCH2 receptors and JAG1 and DLL4 ligands.

In order to identify the HE and to restrict the HSC-containing IAHC, we used the *Gfi1:tomato* mouse line (Fig. 1A, B). The GFI1 reporter marks a sub-population of the CD31+cKIT- fraction that consists of HE, and a subpopulation of IAHC cells that contain all HSC activity^11^ (Fig. 1B). On average, a large majority of cells in the HE subpopulation (80%) only express DLL4 on their surface, and about 15-20% are NOTCH1+ cells (Fig. 1C, D; Supplementary Fig. 3A). Expression of DLL4 in HE and GFI1 + IAHC steadily decreases from E10.5 to E11.5 (Fig. 1D, Supplementary Figs. 2 and 3A), and NOTCH1 expression in GFI1 + IAHC suddenly decreases at late AGM stages (Fig. 1E, F, Supplementary Figs. 2 and 3A). In stark contrast, JAG1 protein levels are low in HE (Fig. 1 C, D, Supplementary Figs. 1 and 2A, B), but is the most abundant ligand in GFI1 + IAHC (Fig. 1E, F, Supplementary Figs. 1 and 2A, B). In fact, T2-HSCs, defined as CD31+cKIT+GFI1 + CD45+ (Fig. 1 A) (ref. ^25^), maintain NOTCH1 and JAG1 co-expression on the surface as opposed to CD45 negative CD31+cKIT+GFI1+ subpopulation which loses this co-expression over the course of E10.25 to E11.5 (Fig. 1 G, H, Supplementary Fig. 3C).

**Fig. 1:**
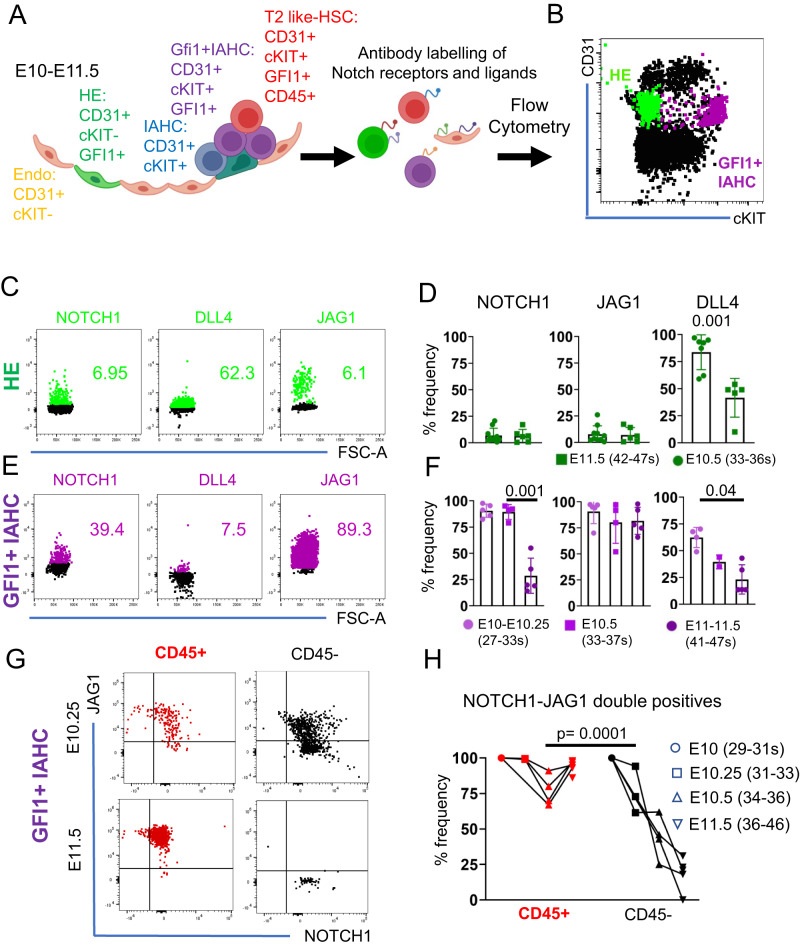
NOTCH1 and JAG1 are co-expressed in T2-HSCs. **A** scheme of the IAHC formation in the mouse embryo. GFI1 + HE cells undergo EHT and form IAHC within the dorsal aorta. Within these clusters, the GFI1 + IAHC fraction contains all HSC activity. The HSC population can be further restricted by including CD45 as a marker of T2-HSCs (T2-like HSC). **B** Representative Flow cytometry plot of AGM lysates stained for CD31 and cKIT. The gate for GFI1+ cells within each population is superimposed onto the plot. **C** Representative Flow Cytometry plots of HE with superimposed gates for indicated notch signaling molecule. **D** Quantification of NOTCH1, JAG1 and DLL4 positive cells within the HE population at E10.5 and E11.5. 2-5 AGMs were pooled for each data point in 4 independent experiments (E10.5 *n* = 18 embryos, E11.5 *n* = 22 embryos). Statistical significance was calculated with two-tailed t-tests. Vertical error bars indicate the mean and standard deviation values. Source data are provided as a source data file. **E** Exemplary Flow Cytometry plots of GFI1 + IAHC with superimposed gates for indicated notch signaling molecule. **F** Quantification of NOTCH1, JAG1 and DLL4 positive cells within the GFI1 + IAHC population at E10, E10.5 and E11.5. 2-18 AGMs were pooled for each data point in 4 independent experiments (E10 (27-33 s) *n* = 32 embryos, E10.5 *n* = 18 embryos, E11.5 *n* = 22 embryos). Statistical significance was calculated with two-tailed t-tests. Vertical error bars indicate the mean and standard deviation values. Source data are provided as a source data file. **G** Representative Flow Cytometry plots showing JAG1 and NOTCH1 levels within GFI1 + IAHC (CD31+cKIT+GFI1 + ) sub gated for CD45 at E10.25 and E11.5. NOTCH1-JAG1 double positive cells in the CD45+ fraction is highlighted in red. **H** Line chart of Notch1/JAG1 double positive cells within CD45 + /- IAHC (CD31+cKIT + ) between E10 and E11.5. 2-5 AGMs were pooled for each data point in E10 (27–28 s, *n* = 8 embryos, E10.25 (31–33 s, *n* = 24 embryos, E10.5 (34–36 s, *n* = 18 embryos and E11.5 (36-46, *n* = 22 embryos) 4 independent experiments for each time point. Statistical significance was calculated with two-tailed t-tests. Vertical error bars indicate the mean and standard deviation values. Source data are provided as a source data file. (s: number of somites).

### Single cell RNA sequencing identifies different subpopulations of GFI1 + HE

To further understand the identity of Notch receptor and ligand expressing AGM cells and their trajectory, we performed Index sorting (whereby the FACS data of every sorted cell is recorded) with a panel of hematopoietic markers and Notch-related antibodies combined with single cell RNA sequencing using the *Gfi1:tomato* transgenic embryos (Fig. 2A). This approach allows us to link the surface expression of specific Notch signalling molecules to a given cell fate. We index sorted GFI1 + HE (CD31+cKIT-GFI1 + ) (green), HSC containing IAHC (CD31+cKIT+GFI1 + ) (purple) and other HPCs (CD31+cKIT+GFI1-) (blue) from E10.5 and E11.5 AGMs (Fig. 2A, Supplementary Fig. 4*)*. A UMAP plot showed how cells from the different index sorted populations overlapped to a large extent except for a subset of GFI1 + HE cells which were not mixed at all (Fig. 2B, highlighted with green circle). This subset was mainly obtained from both time points (Supplementary Fig. 5A) and were potentially in G1 phase (Supplementary Fig. 5B).

**Fig. 2:**
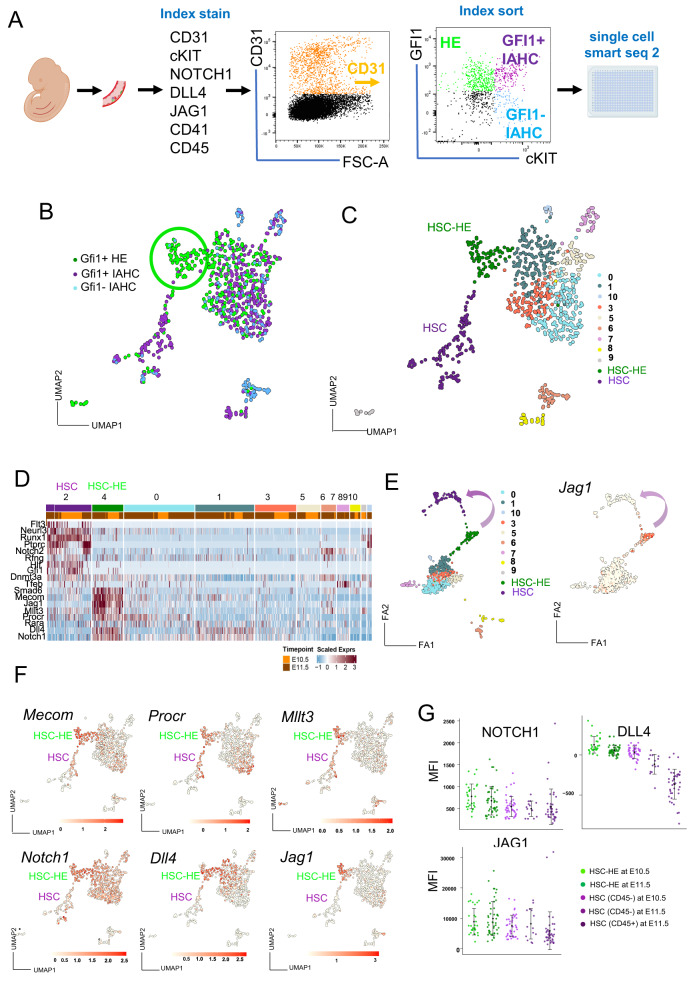
single cell RNA seq of Index sorted HE and IAHC identify HSC-HE and T2-HSC. **A** Scheme of the experimental set up. E10.5 and E11.5 AGM lysates were stained for the indicated cell surface markers and Index sorted for Smart seq 2 single cell RNA sequencing. The representative Flow cytometry plot highlights the sorted populations. CD31 + GFI1+cKIT- (GFI1 + HE), CD31 + GFI1+cKIT+ (GFI1 + IAHC) and CD31 + GFI1-cKIT+ (GFI1-IAHC). Cells were sorted in 2 independent experiments from a pool of 5 and 6 at E11.5 and 7 at E10.5 AGMs. **B** UMAP representation of all Index sorted and sequenced cells after quality control (*n* = 775 cells). The colors highlight the gate they were sorted with GFI1 + HE (green, *n* = 281 cells), GFI1 + IAHC (magenta, *n* = 356 cells) and GFI1-IAHC (blue, *n* = 138 cells). Green circle highlights the cluster of cells that consists only of cells sorted as GFI1-HE. **C** UMAP showing the 11 identified clusters. HSC-HE (*n* = 76 cells) and HSC (*n* = 109 cells) are designated. **D** Heatmap of selected HE and HSC specific genes across all clusters. **E** Forced directed graph layouts of all sequenced cells with colors highlighting individual clusters (left) and *Jag1* normalized gene expression levels (right). **F** UMAPs showing the normalized expression levels of selected genes with annotation of HSC-HE and HSC (**G**) Dot plots showing the Fluorescence Activated Cell Sorting (FACS) Index levels (Mean Fluorescence Level, MFI) for NOTCH1, DLL4 and JAG1 considering all HSC-HE cells or HSC CD45+ or CD45- cells and distinguishing by developmental stage E10.5 or E11.5 (HSC-HE E10.5 *n* = 29; HSC-HE E11.5 *n* = 47; HSC E10.5 CD45- *n* = 43; HSC E11.5 CD45- *n* = 14; HSC E11.5 CD45+ *n* = 40). Group HSC E11.5 CD45+ was dropped since it only had three cells. Cells without CD45 MFI information were discarded (*n* = 9). Cells were labelled as CD45+ for those MFI values greater than Q1 in HSC E11.5 cells. Black dots indicate mean values and error bars refer to +/- standard deviation. (UMAP: Uniform Manifold Approximation and Projection; FA: Force Atlas).

Clustering analysis of all sequenced cells identified 11 cell clusters (Fig. 2C–E) and we obtained the cluster specific marker genes (Supplementary Data 2). The top 25 marker genes from clusters 0, 1, 3 and 5 confirmed a high molecular similarity among them, also observed in the UMAP (Fig. 2B, C and Supplementary Fig. 5C). We then assigned cell identity based on already established ^18,25,28^ marker gene expression for HE and HSC (Fig. 2D) and assigned this phenotype to clusters 4 and 2, respectively (Fig. 2C–E).

Next, we assessed the molecular relationship between these clusters by trajectory and pseudo-time analysis. We determined that cluster 4 (the pure GFI1 + HE cluster highlighted in green in Fig. 2B) was temporally situated preceding the main two clusters (Fig. 2E and Supplementary Fig. 5D). To our interest, we detected stronger *Jag1* expression levels (Fig. 2E) and increasing levels of key HSC markers, including *Mecom, Mllt3* and *Procr* (Fig. 2F) from cluster 4 toward the more distal HSC cluster (Fig. 2C–F). We therefore will refer to this sub-population of GFI1 + HE as HSC-primed HE (HSC-HE). Within the distal HSC cluster (cluster 2, mostly composed of GFI1 + IAHC cells) (Fig. 2B), we detected T2 HSC associated marker gene expression (Fig. 2D; Supplementary Fig. 5E) and *Flt3*, a recently identified marker for embryonic multi-potent progenitors (Supplementary Fig. 5F)^8^. Subsequently, we analysed the specific Notch distribution in these AGM subpopulations. We found that *Notch1*, *Dll4* and *Jag1* gene expression was highly abundant in the HSC- HE clusters with *Jag1* being distinct for this cluster (Fig. 2E, F), suggesting that this ligand has an important role in HSC biology. Taking advantage of the index FACS data, we further confirmed that JAG1 and NOTCH1 proteins were also present at the surface of the cells in the HSC-HE and HSC clusters (Fig. 2G; Supplementary Fig. 5G).

### High *Notch* transcriptional activity identifies a HSC-primed HE cluster and decreases with HSPC maturation

To understand the Notch activity dynamics, we plotted the expression of direct Notch targets across the UMAP (Fig. 3A green circle highlighting the HSC-HE). We observed heterogeneous *Hes1* and *Gata2* expression among the different clusters, but *Hey1*, and specially *Hey2*, were mainly restricted to the HSC-HE cluster (Fig. 3A, HSC-HE highlighted in green). We therefore examined the molecular differences between GFI1 + HE that were co-expressing *Hey1/2* (HSC-HE) and compared it to the remaining cells (excluding *Hey1* and *Hey2* single positive) of GFI1 + HE at the different time points. Besides expressing *Hey1* and *Hey2*, we observed an upregulation of *Notch1* and *Jag1* in both time points (Fig. 3B–D). Differential gene expression analysis (DEA) indicated that several HSC-associated genes were exclusively up regulated in the *Hey1/2* positive (HSC-) HE at E10.5 and E11.5 (Fig. 3B–D, Supplementary Data 3). KEGG pathway overrepresentation analysis further identified gene sets that are known for their involvement in HSC emergence, i.e., signalling pathways in pluripotency in stem cells, HIF1, shear stress, and TNF–signalling (Fig. 3E, Supplementary Data 3). Interestingly, Notch signalling pathway was significantly overrepresented at both E10.5 and E11.5 time points in the *Hey1/2* positive (HSC-) HE cluster (Fig. 3E, Supplementary Data 3).

**Fig. 3:**
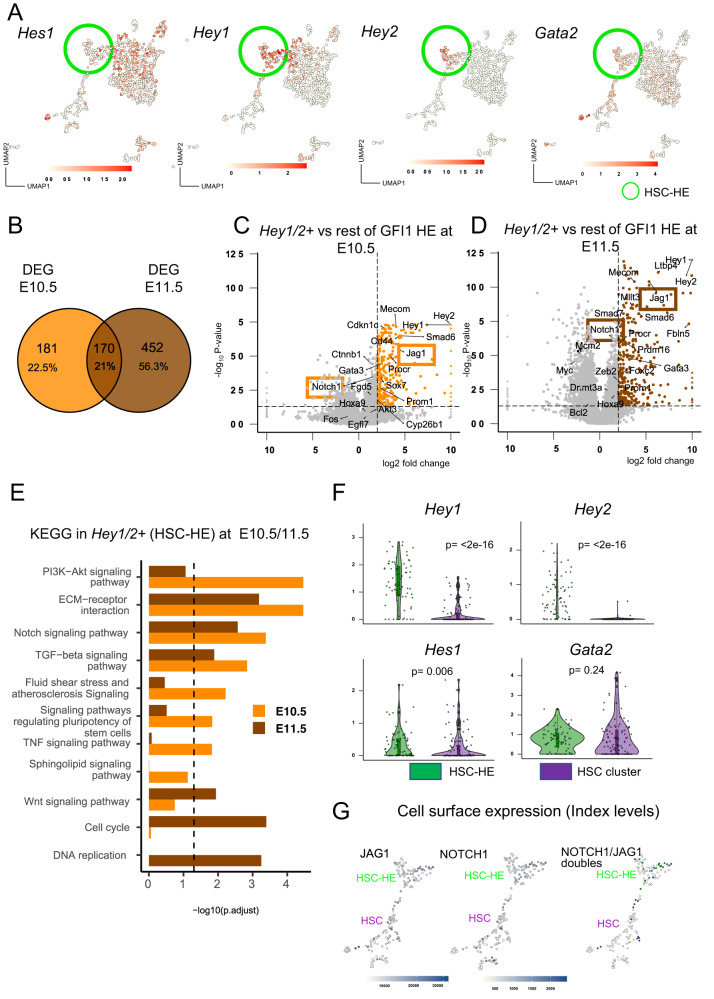
*Hey1/2* expression in HE marks the onset of the HSC specific gene program. **A** UMAPs showing the normalized expression levels of *Hes1*, *Hey1*, *Hey2* and *Gata2* with green circle highlighting the HSC-HE population. **B** Venn diagram of differentially expressed genes (DEGs) in GFI1 + HE population when comparing cells expressing *Hey1/2* compared to those not expressing neither of *Hey1/2* at E10.5 (Hey1/2 expressing *n* = 23 and non-expressing *n* = 47) and E11.5 (Hey1/2 expressing n = 36 and non-expressing *n* = 69). DEGs were called with adjusted *p*-value (FDR) < 0.05 and absolute log_2_ Fold Change > 2. A total of 351 DEGs were found in E10.5 and 622 DEGs in E11.5 (**C**, **D**) Volcano plots from differential expression analysis between GFI1 + HE *Hey1/2* expressing cells compared to the GFI1 + HE *Hey1/2* non-expressing cells at E10.5 and at E11.5 respectively. A two-sided Wilcoxon rank-sum test was conducted. Obtained *p*-values were adjusted for multiple testing with Benjamini-Hochberg procedure (FDR). Upregulated DEGs are highlighted in orange (E10.5) or brown (E11.5). *Jag1* and *Notch1* expression are pointed out with a box. Genes showing absolute log_2_ Fold Change > 10 are plotted as triangles (**E**) KEGG Pathways overrepresentation analysis over DEGs of GFI1 + HE *Hey1/2* expressing cells compared to the GFI1 + HE *Hey1/2* non-expressing cells at E10.5 (orange) and E11.5 (brown). A one-sided hypergeometric test was conducted. Obtained *p*-values were adjusted for multiple testing with Benjamini-Hochberg procedure (FDR). Vertical dashed line indicate an adjusted *p*-value of 0.05. **F** Violin plots and boxplots of gene expression levels of *Hes1*, *Hey1*, *Hey2* and *Gata2* comparing HSC-HE (*n* = 76 cells) and HSCs (*n* = 109 cells). Boxplots show the median (centre line) first and third quartiles (box limits), and a maximum of 1.5x the interquartile range (whiskers). Statistical significance was calculated with a two-sided Wilcoxon test. **G** UMAP representation of NOTCH1 and JAG1 co-expressing cells (protein) derived from the index label with HSC-HE and HSC. (UMAP: Uniform Manifold Approximation and Projection; DEG: differentially expressed genes; KEGG: Kyoto Encyclopedia of Genes and Genomes; p: p-value).

To determine Notch activity dynamics, we compared Notch-target gene expression in the HSC-HE and the HSC cluster. We observed a significant downregulation of *Hey1*, *Hey2* and *Hes1*, while *Gata2* expression was maintained (Fig. 3F). The persistence of the JAG1 and NOTCH1 protein from HE to HSCs (Figs. 1G, H and 2G) but the gradual decrease of Notch target genes from the HE to T2-HSCs (Fig. 3A, F) led us to the hypothesis that JAG1 was not participating in Notch receptor activation (where it would be rapidly endocytosed), but in an alternate function.

### JAG1 and NOTCH1 interactions accumulate in IAHC

Next, we performed IHC to validate our FACS Index distribution of JAG1 and DLL4 in GFI1 + AGM sections. Indeed, we detected both DLL4 and JAG1 in GFI1 + IAHC clusters. Interestingly, we discovered differences in the spatial distribution of these two ligands (Supplementary Fig. 6A). DLL4 was present as discreet foci, whereas JAG1 expressed diffuse across the whole cell surface of GFI1+ cells (Supplementary Fig. 6A). This observation prompted us to study the interactions between the NOTCH1 and the two ligands DLL4 and JAG1 using Proximity Ligation Assay (PLA). In this assay, each point of interaction between a receptor and its ligand is visualized as a fluorescent foci/signal. Here, DLL4, NOTCH1 and JAG1 antibodies are labelled with oligonucleotides and can serve as primers for rolling circle amplification only if they are close enough to interact (< 30 nm). We multiplexed the PLA for two sets of antibodies (and compatible oligos). One set of PLA probes/antibodies target the extracellular (N-terminal) domains of the NOTCH1 (NOTCH1-extra) and DLL4 (DLL4-extra) and produces a signal in yellow (Fig. 4A, yellow). The second pair of antibodies/probes binds the extracellular (N-terminal) domains of the NOTCH1 (NOTCH1-extra) and JAG1 (JAG1-extra) with interactions producing a fluorescent signal in far red (Fig. 4A, magenta). These two sets were used to probe thick (150um) AGM sections of E10.5-E11.5 embryos and imaged as serial confocal images (z-stacks). The 3D rendering of the z-stacks shows punctuated staining for both NOTCH1-extra/DLL4-extra (yellow) and NOTCH1-extra/JAG1-extra (magenta) as expected for this type of assay (Supplementary Fig. 6B, C). For NOTCH1-extra/DLL4-extra interactions (yellow), we saw a low distribution of fluorescence in endothelial cells and the surrounding tissue, with increased dots also detected in IAHC (Fig. 4B, left and right). Similarly, we detected sparse NOTCH1-extra/JAG1-extra (magenta) in all AGM tissues, but a much clearer and greater level of signal than for NOTCH1-extra/DLL4-extra in IAHC (Fig. 4B, middle and right). We quantified the total number of amplification dots for each PLA pair in endothelial cells (control) and compared it to the number of dots detected in IAHC. We did not see any significant difference in the fluorescence accumulation for NOTCH1-extra/DLL4-extra (yellow) or NOTCH1-extra/JAG1-extra (magenta) in endothelial cells, but we established significantly higher levels of NOTCH1-extra/JAG1-extra than NOTCH1-extra/DLL4-extra in IAHC (Fig. 4C).

**Fig. 4:**
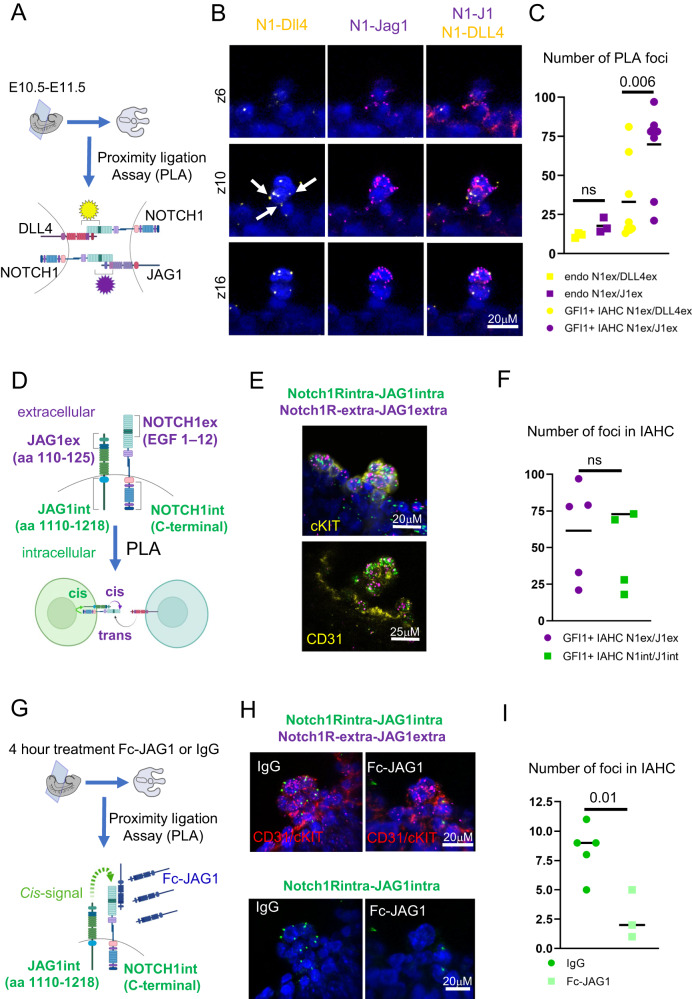
NOTCH1 and JAG1 form *cis* interaction in IAHC. **A** Scheme of experimental set up. 150μm thick trunk sections of E11.5 AGMs were subject to Proximity ligation assay (PLA) with indicated antibody pairs followed by confocal imaging. **B** Representative optical 2–3 μm sections (z-stacks,z) through a IAHC. PLA signals are detected as spots for points of interactions. NOTCH1/DLL4 (yellow), NOTCH1ext/JAG1ext (magenta) and DAPI. Scale = 10 μm. **C** Quantification of foci (interaction points) for NOTCH1/DLL4 (yellow), NOTCH1ext/JAG1ext (magenta) in endothelial cells (endo, *n* = 3) or IAHC (*n* = 7). Statistical significance was calculated with two-tailed t-tests from 4 independent experiments). Vertical error bars indicate the mean and standard deviation values. Source data are provided as a source data file. **D** Scheme of experimental set up to distinguish between *trans* and *cis* NOTCH1-JAG1 interactions with antibodies recognizing the indicated amino acid sequence of NOTCH1 or JAG1. NOTCH1ext/JAG1ext (magenta) and NOTCH1int/JAG1int (green). **E** Exemplary images of a cKIT+ or CD31 + IAHC probed with PLA with NOTCH1ext/JAG1ext (magenta) and NOTCH1int/JAG1int (green) and DAPI. **F** Quantification of foci (interaction points) for NOTCH1ext/JAG1ext (magenta) and NOTCH1int/JAG1int (green) in IAHC (*n* = 5). Statistical significance was calculated with two-tailed *t*-tests in 3 independent experiments. Vertical error bars indicate the mean and standard deviation values. Source data are provided as a source data file. **G** Experimental set up to test if NOTCH1-JAG1 *cis* interactions can be disrupted with Fc-JAG1 in *trans*. **H** Representative images of a cKIT+ and CD31 + IAHC probed with PLA for NOTCH1ext/JAG1ext (magenta) and NOTCH1int/JAG1int (green) and DAPI. **I** Quantification of foci (interaction points) of NOTCH1int/JAG1int (green) in IAHC. Statistical significance was calculated with two-tailed t-tests (*n* = 8 individual IAHC from pools of 7 embryos per condition). Vertical error bars indicate the mean and standard deviation values. Source data are provided as a source data file.

To validate the specificity of the PLA for Notch interactions, we did a control experiment with cells overexpressing *Manic fringe* (MFNG). MFNG is a glycosyltransferase that enhances the binding of DLL4 to NOTCH1. We obtained *Tie2:Mfng* overexpressing AGMs and performed the PLA for both antibody pairs. As expected, and further confirming the validity of the assay, we detected several enhanced interactions for NOTCH1-extra/DLL4-extra (yellow) in IAHC whereas NOTCH1-extra/JAG1-extra (magenta) did not change (Supplementary Fig. 6D).

Curiously, and in agreement with our IHC staining (Supplementary Fig. 6A), most interactions between NOTCH1-extra/DLL4-extra (yellow) in IAHC were located between cells (Fig. 4B white arrows and Supplementary Fig. 6C white arrows), indicating a possible *trans* interaction between adjacent cells. On the contrary, NOTCH1-extra/JAG1-extra (magenta) interactions were frequently detected as interactions that cover the entirety of the cell surface in IAHC, even in the absence of neighboring cells (Fig. 4B, middle and right and Supplementary Fig. 6C). Consistent with FACS and index sorting data that shows NOTCH1 and JAG1 on the surface of the same cell (Figs. 1H, 2F and G, 3G), and the interaction pattern of NOTCH1 and JAG1 by PLA, raised the possibility that NOTCH1 and JAG1 might be interacting on the surface of the same cell (*cis*). This mode of interaction might shield the IAHC from further NOTCH1 interaction with ligands presented from the surrounding cells.

### JAG1 and NOTCH1 interact in *cis* in IAHC

To test this hypothesis, we probed the intracellular domains (C-terminus) of the NOTCH1 and JAG1 with the rationale that we would only detect a signal if these intracellular parts were on the same cell, in parallel orientation to each other and therefore close enough to interact (*cis* configuration) (Fig. 4D). We multiplexed the new antibody pair, NOTCH1-int/JAG1-int (green) with the two previous probe pairs and analysed their fluorescence distribution in the AGM sections. Most importantly, we quantified the number of interactions from NOTCH1-extra/JAG1-extra (magenta) and NOTCH1-int/JAG1-int (green) in IAHC. In agreement with our hypothesis, we detected accumulation of the green NOTCH1-int/JAG1-int signal specifically in cKIT+ cells/ IAHC (Fig. 4E; Supplementary Fig. 6E). Intriguingly, we did not find a significant difference in the number of interactions for NOTCH1-extra/JAG1-extra (magenta) and NOTCH1-int/JAG1-int (green) (Fig. 4F), further suggesting that most NOTCH1-JAG1 interactions in IAHCs are *cis*-interactions (detected with both intracellular and extracellular PLA).The capacity of a ligand-expressing cell to *cis*-inhibit the NOTCH receptor depends on the concentration of intracellular and extracellular ligand^35^. Thus, we tested whether *cis* interactions between NOTCH1 and JAG1 in IAHC can be interrupted by supplying JAG1 in excess (in *trans*) (Fig. 4G). We treated E10.5 AGM as explants for 4 h in the presence of IgG or soluble, recombinant JAG1 (Fc-JAG1) and performed PLA for NOTCH1-extra/JAG1-extra (magenta) and NOTCH1-int/JAG1-int (green) as previous (Fig. 4G, H). In these in vitro conditions, IgG treated explants showed reduced number of NOTCH1-int/JAG1-int interactions compared to untreated IAHC (compare Fig. 4E, F with Fig. 4H, I), however exposure to exogenous Fc-JAG1 further decreased the number of NOTCH1-int/JAG1-int interactions (Fig. 4H, I), strongly suggesting a loss of *cis* interaction between NOTCH1 and JAG1 upon Fc-JAG1 treatment. To substantiate our hypothesis further, we undertook two additional approaches. In the first instance, we treated wild type AGMs as explants with Fc-JAG1, anti-JAG1, anti-NOTCH1, or combined Fc-JAG1 with anti-NOTCH1 for 4 h and collected CD31+cKIT+CD45+ cells for notch targets gene expression profiling (Fig. 5A, Supplementary Data 1). In agreement with our observations that the *cis*-interaction were reduced upon Fc-JAG1 treatment in PLA assays, we detected higher levels of Hes1 and Gata2 when treated with Fc-JAG1 or anti-JAG1 (Fig. 5A). Next, we induced the genetic deletion of Jag1 in endothelial and hematopoietic cells by using a Ve-cadherin-CreERT2/Jag1floxed mouse line. We induced the deletion with 10uM of 4-OHT starting from E10.5 ex vivo and subsequently profiled the CD31+cKIT+CD45+ cells for notch targets gene expression (Fig. 5B, i). As in the previous experiments, the levels of Hes1 and Gata2 were elevated in Jag1 deficient cells (Figure 5Bii). In both approaches, we also included anti-NOTCH1 with Fc-JAG1 or Jag1 deletion. In both instances, the higher levels of Hes1 and Gata2 in Fc-JAG1 or Jag1 deleted cells was reverted linking NOTCH1 as the receptor for the identified cis-interaction (Fig. 5Aii, Bii).

**Fig. 5:**
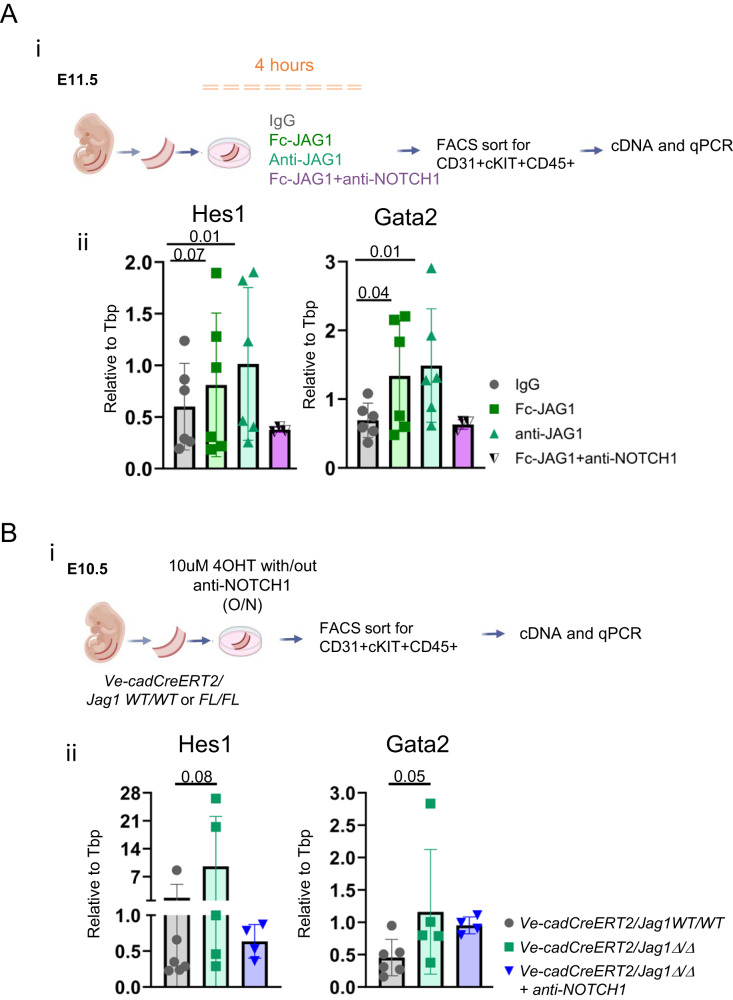
JAG1 perturbation in CD31 + cKIT + CD45 + IAHC increases Hes1 and Gata2 levels. **A** (**i**) Scheme of experimental procedure. E11.5 AGMs were incubated for 4 h with culture media containing IgG (50 ug/ml), Fc-JAG1 (4 ug/ml), anti-JAG1 (50 ug/ml), anti-NOTCH1 (50 ug/ml) or Fc-JAG+anti-NOTCH1 (50 ug/ml each). AGMs were then processed for FACS purification of CD31+cKIT+CD45+ cells. After this time, RNA was extracted, cDNA was pre-amplified and subject to qPCRs for Hes1 and Gata2 levels. (ii) Relative gene expression levels of *Hes1* and *Gata2* to Tbp (Tata binding protein) in IgG, Fc-JAG1, anti-JAG1, anti-NOTCH1 and FcJAG1+anti-NOTCH1. Results were obtained from 2 independent experiments with 4 AGMs/experiment (*n* = 12 embryos) and statistical significance was calculated with one-tailed t-tests. Vertical error bars indicate the mean and standard deviation values. Source data are provided as a source data file. **B** (i) Scheme of experimental procedure. E10.5 Ve-cadCreERT2/Jag1 WT/WT or FL/FL AGMs were treated with 10 uM of 4OHT with, or without anti-NOTCH1 overnight. AGMs were then processed for FACS purification of CD31+cKIT+CD45+ cells. RNA was extracted, cDNA was pre-amplified and subject to qPCRs for Hes1 and Gata2 levels. (ii) Relative gene expression levels of *Hes1* and *Gata2* to Tbp (Tata binding protein) in *Ve-cadCreERT2/Jag1 WT/WT*, *Ve-cadCreERT2/Jag1*Δ*/*Δ and *Ve-cadCreERT2/Jag1*Δ*/*Δ+ anti-NOTCH1. Results were obtained from 2 independent experiments with 2 and 3 AGMs/sample (*n* = 5 embryos) and statistical significance was calculated with one-tailed t-tests. Vertical error bars indicate the mean and standard deviation values. Source data are provided as a source data file. (O/N: overnight).

### *Cis* interaction between JAG1 and NOTCH1 reduces Notch activation in IAHC

Based on our previous findings, we speculated that if the role of JAG1 in IAHC was to shield them from Notch signaling activation, then the IAHC should be less responsive to Notch activation than cells without *cis*-inhibition, ie endothelial cells. We therefore purified endothelial cells (CD31+cKIT-GFI1-) as a reference and IAHC (CD31+cKIT+GFI1 + ) in parallel from E11.5 AGMs (Fig. 5A). Both populations of cells were incubated overnight with the γ-secretase inhibitor, compound E (CompE), to abolish basal Notch activity. Both populations were subject to different conditions for 4 h after which the cells were harvested for gene expression analysis (Fig. 6A). The cells were either kept in a Notch inhibited state (compE), released out of Notch inhibition (wash), or stimulated with Fc-JAG1 (Fig. 6A) to activate Notch signaling in *trans* while disrupting *cis*-inhibition. To minimize cell-cell interactions, cells were seeded at low density (300-400 cells/well) in semi-solid/semi-rigid methylcellulose (with growth factors). We supplemented the methylcellulose culture with a nascent RNA capture reagent (EU) to capture and quantify the transcriptional changes that occur in each condition and population. We first validated this experimental approach by performing qPCRs for the Notch targets *Hes1* and *Gata2* since they are both expressed in endothelial cells and HSCs (Fig. 3A). We detected lower levels of both in the compE condition and higher levels with Fc-JAG1 stimulation (Fig. 6B), confirming that excess of Fc-JAG1 was activating NOTCH1. However, the up-regulation of *Hes1* and *Gata2* in response to Fc-JAG1 was more robust in endothelial cells than in GFI1 + IAHC cells (Fig. 6B), indicating that GFI1 + IAHC cells are more refractory to Notch activation. These results are compatible with a *cis*-inhibitory function of JAG1 specifically in GFI1 + IAHC cells.

**Fig. 6:**
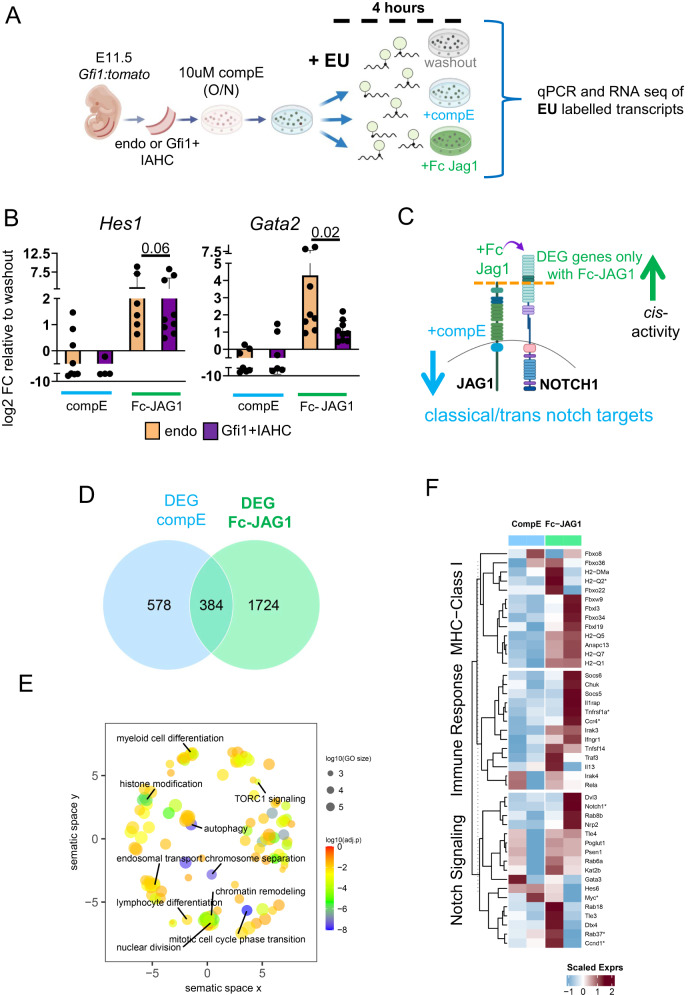
JAG1 in GFI1 + IAHC controls stemness related pathways. **A** Scheme of experimental procedure. Endo (CD31-GFI1-ckit-) and GFI1 + IAHC from E11.5 AGM were FACS purified and treated with 10 μM of compE overnight. The cells were then washed and split into 3 conditions as illustrated. Either cells remained in a washout condition (control), returned to 10μM of CompE treatment (CompE) or cultured with Fc-JAG1. 3 independent experiments with cells purified from pools of embryos (E11.5 AGM *n* = 15 embryos) were performed. All conditions were cultured in semi-solid/semi rigid methylcellulose at low concentration to limit cell-cell contact and 10 μM of EU was added to each culture to label the newly synthesized RNA for 4 h. After this time, RNA was extracted, cDNA was pre-amplified and subject to qPCRs and RNA sequencing. **B** Relative gene expression levels of *Hes1* and *Gata2* in compE and Fc-JAG1 treated samples compared to washout control by qPCR. Results were obtained from 3 independent replicates and statistical significance was calculated with two-tailed t-tests. Vertical error bars indicate the mean and standard deviation values. Source data are provided as a source data file. **C** Illustration of NOTCH1 and JAG1 in a *cis* conformation of a cell and the expected deregulation of notch targets in response to compE treatment (blocks all Notch activity) and Fc-JAG1 (binds to freely available NOTCH1 or activates NOTCH1 by competing with the JAG1 in *cis*). **D** Venn Diagram of differentially expressed genes (DEGs) obtained from the independent comparison of CompE and Fc-JAG1 conditions replicates against the washout condition, considered as the reference group. DEGs were called with adjusted *p*-values (Benjamini-Hochberg procedure, FDR) < 0.05 and expressed in at least two replicates in any of the two conditions being compared. A Wald-test was conducted for each pairwise comparison. **E** Overrepresented GO BP terms (adjusted p-value (Benjamini-Hochberg procedure, FDR) < 0.05) obtained from exclusively DEGs in Fc-JAG1 against washed-out comparison. A one-sided hypergeometric test was conducted. Terms are summarized in their semantic space. **F** Heatmap of representative genes associated to MHC-Class I, Immune Response or Notch signaling pathways. Relative expression levels in CompE and Fc-JAG1 treated samples compared to their paired washed-out condition are shown. Selected genes were DEGs from Fc-JAG1 against washed-out comparison. Genes with an asterisk showed an adjusted p-value (FDR) < 0.1. (O/N: overnight, EU: 5-ethynyluridine).

### NOTCH1-JAG1 interactions in *cis* inhibit lineage differentiation genes

To further understand the effects of Notch manipulation in nascent transcription, we proceeded to sequencing the nascent RNA of the GFI1 + IAHC samples after Notch signaling manipulation (Supplementary Fig. 6F). 

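GFI1+ IAHC cells, the CD31 and cKIT positive cells of the intra-aortic hematopoietic clusters that carry the Gfi1:tomato reporter, were sorted from AGM tissue at E11.5 and kept overnight in compE, an inhibitor of the γ-secretase that releases the active part of Notch receptors. Sets of 300 to 400 cells were then cultured for 4 h without compE (washout), with compE, or with Fc-JAG1, a recombinant JAG1 protein that binds NOTCH1 in trans. EU, a uridine analog, marked the RNA made during these 4 h, so that it could be captured, pre-amplified and sequenced. The sources differ on several amounts. CompE is given as 10 μM in the paper and 10 mM in the sample labels, and Fc-JAG1 as 4 μg/ml in the paper and 4 mg/ml in the labels. EU is given as 0.3 mM in the methods and 10 μM in the legend of Fig. 6, and pre-amplification as 11 cycles in the methods and 14 in the labels. The data used here are 7 libraries: washout 1, 2 and 3, compE 1 and 2, and Fc-JAG1 1 and 3, where a number marks one biological sample, called an embryo in the labels and drawn from pools of embryos by the paper's account. The authors left out Fc-JAG1 2, of which few reads aligned uniquely. Counts assigned to genes came to 21652927, 30059615 and 31680553 in washout 1, 2 and 3, to 28417502 and 33974693 in compE 1 and 2, and to 32696854 and 26352927 in Fc-JAG1 1 and 3. The paper states its depth in sequenced reads, 46 M to 53 M per sample, and the values here use the counts. The authors trimmed the reads, aligned them to GRCm38 and counted the uniquely mapped ones per gene. From these counts, the 10311 genes with at least 10 counts in at least 2 replicates of one condition were tested with edgeR's quasi-likelihood test, with TMM normalization and the biological sample as a block. DESeq2's Wald test with the same terms, which is the authors' test, was run as an alternative. DEGs had an adjusted p under 0.05 and at least 10 counts in at least 2 replicates of either condition compared. Many genes had 0 counts in some libraries of a condition and high counts in others, and the fitted fold change of such a gene has no firm size, so raw counts per library are given beside it.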

Differentially expressed genes (DEGs) were independently identified for compE and Fc-JAG1 conditions relative to the washout, which was considered as the reference (Fig. 6C). Those DEGs in the compE scenarios (962 genes) were classified as classical Notch responders (Fig. 6D, Supplementary Data 4). Part of them (384) were in common with those obtained from Fc-JAG1 comparison. 

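With compE, Ncstn (chromosome 1, 172066013 to 172082795 of GRCm38), which encodes the γ-secretase subunit nicastrin, was called higher than in the washout by DESeq2 and stood at 265 ± 33.3 TMM-normalized CPM with compE (SD, n = 2) and at 43.9 ± 75.9 in the washout (SD, n = 3). Its log2 fold change was 8.63 by DESeq2 (adjusted p = 0.00179) and 5.00 by edgeR (standard error 2.61, adjusted p = 1.00), and without compE 1 it was 0.87 by DESeq2 and 0.88 by edgeR. Numbl, a relative of the Notch antagonist Numb, had 1574 and 582 counts in compE 1 and 2 and 19, 4 and 1 in washout 1, 2 and 3 (DESeq2 adjusted p = 0.00696). Of 44 measured Notch pathway components, these included, 3 were called higher and 0 lower by DESeq2 (4 higher and 2 lower when adjusted over the list alone). An even spread over the 9632 genes with at least 10 counts in at least 2 replicates of compE or the washout would give 2.67 higher among the 44 (one-sided Fisher's exact test, p = 0.504, adjusted over 22 lists 1.00). Of 8 measured Notch target genes, 0 passed the threshold by DESeq2 or edgeR, and 0 had an unadjusted p under 0.05 by edgeR. Among these, Gata2, a transcription factor of emerging HSCs, had 0 and 9725 counts in compE 1 and 2 against 6718, 7062 and 33387 in washout 1, 2 and 3, a log2 fold change of −3.58 by edgeR (standard error 2.48) that became 0.36 without compE 1. Of 41 measured G1/S genes 4 were higher and 1 was lower by DESeq2 (4 and 2 when adjusted over the list alone), among them Brip1, a helicase of DNA repair, with 7785 and 4524 counts in the compE libraries and 0, 707 and 18 in washout 1, 2 and 3. Of 52 measured G2/M genes 2 were higher and 0 lower (1 and 0 over the list alone), among them Hjurp, the chaperone of the centromeric histone, with 26949 and 15460 counts against 305, 11222 and 2265 and a log2 fold change of 3.40 by DESeq2 (adjusted p = 0.0322), which was 0.35 without compE 1 and kept its DESeq2 call only without washout 2 among the fits that left out a library. On the lower side, 3 of 7 measured macrophage markers were called, Mertk, Ctss and Lyz2, with 3 also when adjusted over the list alone. Ctss, which encodes cathepsin S, had 3 and 697 counts with compE and 4768, 2742 and 2598 in washout 1, 2 and 3, and Lyz2, which encodes lysozyme, 0 and 5371 against 2609, 10317 and 2275. The receptor genes Cxcr4 and Il7r were also called lower: Cxcr4 had 0 and 0 counts with compE against 1, 375 and 43 in washout 1, 2 and 3, and Il7r 0 and 1 against 43, 684 and 1. Camkk1, a kinase of the calmodulin pathway, had 0 counts in both compE libraries and 540 to 13862 in the washout. Against the washout mean it was at least 3732-fold lower at a floor of 3 counts per library, and 2596-fold without washout 1. The washout libraries differed widely, at 589, 15.0 and 494 TMM-normalized CPM in washout 1, 2 and 3. Without compE 1, the DESeq2 log2 fold change was 2.57 for Brip1, −1.05 for Lyz2 and −2.09 for Ctss. The DESeq2 calls of these genes and of Ncstn were then lost. They were also lost without washout 1, at 5.35 for Brip1, −6.00 for Lyz2, −4.91 for Ctss and 3.81 for Ncstn. Without Fc-JAG1 1 they were lost at 8.09, −7.47, −6.76 and 7.19 in the same order, against 9.61, −7.67, −6.76 and 8.63 with all libraries. The DESeq2 call of Cxcr4 was lost without washout 2, compE 2, Fc-JAG1 1 or compE 1, in the last with a log2 fold change of −11.11 (adjusted p = 0.0560) against −9.79 with all libraries. The DESeq2 call of Numbl was lost without Fc-JAG1 1, at a log2 fold change of 6.24 against 6.55 with all libraries. That of Il7r was lost without compE 2, at −9.31 against −9.47. Across all genes, edgeR called 0 DEGs, with 273 at an unadjusted p under 0.05, of which 146 were higher and 127 lower. DESeq2 called 962, of which 584 were higher and 378 lower, and 414 and 305 of these went the same way in both pairs. EdgeR's likelihood ratio test called 1 gene, Phf11c, and limma voom 1, Fth1, both named after their values were seen. The DESeq2 count was 90 without compE 1 (13 higher and 77 lower), 187 without Fc-JAG1 1 (104 and 83) and 353 without washout 1 (168 and 185). It was 1153 without washout 3 (620 and 533), 1208 without Fc-JAG1 3 (653 and 555), 1219 without compE 2 (189 and 1030), 2430 without washout 2 (1334 and 1096). With TMM factors it was 910 (595 and 315) and with no replicate block 325 (150 and 175), so the larger side depends on the fit. Without compE 1 or 2, genes under 10 counts in 2 washout libraries could not be called, by the rule of 10 counts in 2 replicates. Of the 584 higher genes, 92.6% were under 10 in washout 1 and 83.7% in washout 3, against 15.6% and 27.5% of the 378 lower. The balance in those fits is therefore partly set by that rule.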

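The genes that DESeq2 called in both comparisons included Ncstn, Pold3, Brip1, Chuk and Rela, higher than the washout with either treatment, and Camkk1, lower with either. Chuk, which encodes the kinase IKKα, had 8415 and 4884 counts in compE 1 and 2 and 7513 and 1693 in Fc-JAG1 1 and 3, against 34, 1414 and 1 in washout 1, 2 and 3. Rela, the p65 subunit of NF-κB, had 10721 and 3206 and 4472 and 160 counts in these libraries against 0, 843 and 0. The DESeq2 call of Chuk with Fc-JAG1 was lost without washout 3 (adjusted p = 0.129) or Fc-JAG1 3. Its log2 fold change was then 4.02 and 4.18, against 7.69 with all libraries. Of 384 shared DEGs by DESeq2, 318 were higher in both comparisons and 65 lower in both, where lists drawn independently from the 10311 genes would share 91.7 and 17.9. EdgeR shared 0, since it called 0 in each. Both comparisons use the same washout libraries and so share their chance values. In 10 simulations of unchanged groups against these libraries, DESeq2 gave 87 shared DEGs on average (69 to 101). Across genes, which are not independent replicates, the log2 fold changes of the comparisons had a covariance of 6.28, against 4.28 in the simulations. When values were shuffled among genes of similar level, 301 DEGs were shared on average over 6 shuffles (286 to 318), and the covariance was 4.86. With only 3 washout libraries, which cannot be split, part of the overlap may come from the shared controls. The shared count was 14 without compE 1 (1 higher in both and 8 lower in both), 35 without Fc-JAG1 1 (0 and 17), 173 without washout 1 (50 and 123) and 184 without Fc-JAG1 3 (48 and 126). It was 202 without washout 3 (66 and 133), 215 without compE 2 (84 and 131), 1098 without washout 2 (699 and 395), 388 with TMM factors (338 and 49) and 86 with no replicate block (22 and 64). More were lower than higher in these fits except without washout 2 and with TMM factors. Without a compE or Fc-JAG1 library, genes under 10 counts in 2 washout libraries could not be shared, so the balance there is partly set by the count rule.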

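With Fc-JAG1, Mctp1, which encodes a calcium-binding membrane protein, was lower in both pairs, with 1680 and 2330 counts in Fc-JAG1 1 and 3 against 13012, 3885 and 32330 in washout 1, 2 and 3. Its log2 fold change was −3.98 by DESeq2 (adjusted p = 1.16e-05) and −3.59 by edgeR (standard error 1.17, adjusted p = 0.830). Actb, which encodes β-actin and was well covered in every library, had a log2 fold change of −1.35 by DESeq2 (adjusted p = 0.0360) and −0.97 by edgeR (standard error 0.35). With compE it was much the same, −1.36 by DESeq2 (adjusted p = 0.0598) and −1.24 by edgeR, so the lower level is not particular to Fc-JAG1. Actb stood at 1987 and 692 TMM-normalized CPM in Fc-JAG1 1 and 3, against 2629, 2210 and 2233 in washout 1, 2 and 3. The DESeq2 call of Mctp1 was lost without Fc-JAG1 1 or compE 2, at log2 fold changes of −3.43 and −4.16. That of Actb was lost without Fc-JAG1 1, compE 2 or Fc-JAG1 3, at −1.57, −1.41 and −0.90. It was also lost without washout 3, at −1.06 (adjusted p = 0.0992). Both genes stayed lower in each of these fits. Cd14, a co-receptor for lipopolysaccharide on myeloid cells, stood at 56.5 and 13.2 TMM-normalized CPM in Fc-JAG1 1 and 3 and had 0 counts in each washout library, at least 287-fold higher at a floor of 3 counts per library, and 109-fold without Fc-JAG1 1. DESeq2 called 1619 genes higher and 489 lower with Fc-JAG1, and 1301 and 423 of them were not called with compE. With no replicate block DESeq2 called 154 higher and 234 lower. Most calls were also lower without Fc-JAG1 1, and with no block and without washout 1 and 3. Most calls were higher in the other 6 fits that left out 1 library, from 1738 and 1262 without washout 1 to 1124 and 359 without compE 2, and with TMM factors (1822 and 341). A gene called in one comparison and not in the other is not shown to differ between the treatments. When Fc-JAG1 was tested against compE itself, DESeq2 called 1175 genes and edgeR 0, with 289 at an unadjusted p under 0.05. Against the washout edgeR also called 0 DEGs, with 526 at an unadjusted p under 0.05, of which 397 were higher and 129 lower. EdgeR's likelihood ratio test called 134, and limma voom 1, Eef2, which was lower and is named after its values were seen. Of the 1619 genes called higher by DESeq2, 81.9% had under 10 counts in washout 1 and 71.2% in washout 3, but 8.77% in washout 2. Their median log2 difference was 7.90 in Fc-JAG1 1 over washout 1 and 8.17 in Fc-JAG1 3 over washout 3, and 0.43 and 1.51 over washout 2. The count of DEGs called with Fc-JAG1 and not with compE was 2827 without washout 1, 2857 without compE 1 and 302 with no replicate block. Of the 2108 DEGs, 305 were called the same way and 0 the other way with no replicate block. Of the 1619 higher ones, 928 had under 10 counts in both washout 1 and washout 3. By the rule of 10 counts in 2 replicates, these could not be called without Fc-JAG1 1 or 3. The calls kept in those fits, and the balance of higher and lower, are therefore partly set by that rule.

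**Figure D1:**
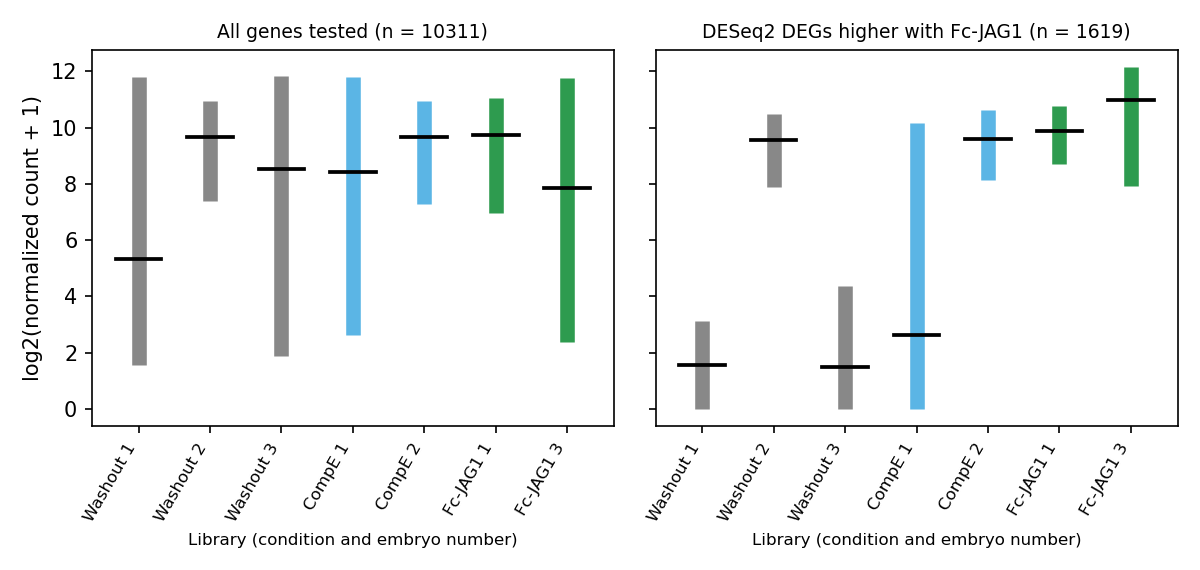
Levels of genes in each library, as log2 of the normalized count plus 1, for all 10311 genes tested (left) and for the 1619 genes DESeq2 called higher with Fc-JAG1 (right). Colored bars run from the lower to the upper quartile over the genes and black lines mark the median; in the right panel washout 1 and washout 3 have the lowest medians, 1.56 and 1.49, while washout 2, at 9.55, lies near Fc-JAG1 1, at 9.86.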

Finally, a total of 1,724 genes were exclusively differentially expressed when Fc-JAG1 was added to the culture. 

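Chaf1b, a subunit of the chaperone that loads histones onto new DNA, was called higher with Fc-JAG1 by DESeq2, with 4324 and 1964 counts in Fc-JAG1 1 and 3 against 6, 1240 and 0 in washout 1, 2 and 3 (DESeq2 adjusted p = 0.000428). Prim1, the catalytic subunit of DNA primase, had 3216 and 2389 against 49, 2316 and 1 (DESeq2 adjusted p = 0.00268), and Ndc80, a kinetochore protein, 3020 and 2938 against 0, 889 and 0 (DESeq2 adjusted p = 1.50e-05). Of 41 measured G1/S genes DESeq2 called 9 higher and 2 lower (10 and 3 when adjusted over the list alone), and of 52 measured G2/M genes 11 higher and 2 lower (11 and 2 over the list alone). Ncapd2, a condensin subunit, was among the lower ones, with 6426 and 10 counts against 16055, 5761 and 9168. Of 21 measured genes of myeloid differentiation 6 were higher and 0 lower by DESeq2 (7 and 1 when adjusted over the list alone), among them Cebpa, a transcription factor of granulocyte and monocyte progenitors, at 98.3 ± 26.2 TMM-normalized CPM with Fc-JAG1 (SD, n = 2) and 12.7 ± 21.9 in the washout (SD, n = 3). Of 17 measured genes of lymphoid differentiation 1 was higher, Jak3, and 1 lower, Gata3 (1 and 1 over the list alone). Of 57 measured genes of chromatin remodeling 10 were higher and 1 was lower (10 and 1 over the list alone). Smarcd1, a subunit of the BAF complex, had 1235 and 2443 counts with Fc-JAG1 against 3, 1688 and 22 in washout 1, 2 and 3, and Srcap, an ATPase that deposits the histone variant H2A.Z, 197 and 1426 against 0 in each washout library, at least 271-fold higher at a floor of 3 counts per library, and 44.5-fold without Fc-JAG1 3. Of 44 measured autophagy genes 9 were higher and 0 lower (9 and 0 over the list alone), among them Becn1, Wipi2 and Atg4d, which act in forming the autophagosome. Becn1 had 468 and 1311 counts with Fc-JAG1 against 0, 222 and 0, Wipi2 5525 and 1476 against 8, 1325 and 1, and Atg4d 1229 and 3292 against 7, 1 and 1. The DESeq2 calls of Prim1, Cebpa, Jak3 and Atg4d were lost without washout 3 (adjusted p = 0.0922, 0.0910, 0.702 and 0.0999). Their log2 fold changes were then 4.99, 6.19, 1.69 and 6.67, against 7.85, 11.03, 8.42 and 8.99 with all libraries. Without Fc-JAG1 3 the calls of Prim1, Cebpa, Jak3 and Gata3 were lost, at log2 fold changes of 5.15, 6.37, 1.86 and −7.62. Of the genes named here, only Smarcd1 and Ncapd2 were called in all 7 fits that left out 1 library. Chaf1b, Ndc80, Srcap, Becn1 and Wipi2 each lost their call in at least 1 such fit, but could not have kept it in all 7. They had under 10 counts in washout 1 and 3, so without Fc-JAG1 1 or 3 no condition compared held 10 counts in 2 libraries. The lowest log2 fold changes over these fits, by edgeR or DESeq2, were 8.58 for Chaf1b, 9.89 for Ndc80, 10.27 for Becn1 and 6.48 for Wipi2. Among the genes called higher with Fc-JAG1 and not with compE were 5 of the G1/S list, 10 of G2/M, 6 of myeloid and 1 of lymphoid differentiation, 8 of chromatin remodeling and 7 of autophagy. By edgeR 0 members of these lists passed, over all genes or over the list alone, with unadjusted p under 0.05 for 3 G1/S, 3 G2/M, 2 chromatin and 4 autophagy genes and for 0 of the other lists. If the genes called higher by DESeq2 were spread evenly over the 9569 genes with at least 10 counts in at least 2 replicates of Fc-JAG1 or the washout, 6.94 would fall among the 41 G1/S genes of these and 8.63 among 51 of G2/M. It would be 3.55 among 21 of myeloid and 2.88 among 17 of lymphoid differentiation, 9.47 among 56 of chromatin remodeling and 6.60 among 39 of autophagy. None of these lists passed a one-sided Fisher's exact test, the lowest adjusted p over 22 lists being 0.782 among them, nor fry or camera at an adjusted p under 0.05.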

From these, the set of up-regulated genes encompassed genes associated to mitotic cell cycle transition, myeloid and lymphoid cell differentiation, chromatin remodeling and autophagy, based on the overrepresentation analysis of GO BP database (Fig. 6E, Supplementary Data 4). The enrichment of these terms suggests that disrupting the *cis* inhibition (NOTCH1-JAG1) by *trans* activation through Fc-JAG1 triggers cell cycle entry and activation of lineage differentiation program. We further identified a more naïve state of the GFI1 + IAHC before incubation with Fc-JAG1 by examining genes involved in MHC class I antigen presentation/processing and Immune response since naïve HSCs typically show lower abundance of these group of genes^47,48^. 

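Of the MHC genes in Fig. 6F, H2-Q1, H2-Q5 and H2-Q7, neighboring class I genes of the Q region, were called higher with Fc-JAG1 by DESeq2 and went the same way in both pairs. H2-Q7 (chromosome 17, 35439155 to 35443773 of GRCm38) had 20 and 32 counts in Fc-JAG1 1 and 3 and 0, 3 and 0 in washout 1, 2 and 3, a log2 fold change of 6.05 by DESeq2 (adjusted p = 0.00135) and 6.32 by edgeR (standard error 1.87, adjusted p = 0.830). H2-Q1 stood at 4.44 ± 0.167 TMM-normalized CPM with Fc-JAG1 (SD, n = 2) and 0.425 ± 0.736 in the washout (SD, n = 3). The H2-Q genes are close copies of each other, so reads can be shared between them, and their counts are low. The DESeq2 call of H2-Q5 was lost without washout 2 (adjusted p = 0.353) or washout 3 (adjusted p = 0.0539). Its DESeq2 log2 fold change was then 5.92 and 5.15, against 5.96 with all libraries. Without compE 2 DESeq2 gave neither H2-Q5 nor H2-Q7 an adjusted p. Ifngr1, a chain of the interferon-γ receptor, had 3976 and 6145 counts with Fc-JAG1 against 23, 3102 and 4 in washout 1, 2 and 3, a log2 fold change of 8.44 by DESeq2 (adjusted p = 0.00108) and 8.40 by edgeR (standard error 3.52). Ripk1, a kinase downstream of TNF receptors, had 1104 and 3591 against 0, 1050 and 0 (DESeq2 adjusted p = 3.17e-05), and Socs6, a suppressor of cytokine signaling, 2272 and 2902 against 5, 1972 and 0 (DESeq2 adjusted p = 0.000238). The heatmap in Fig. 6F lists 13 genes under MHC class I, several of them F-box genes of ubiquitin ligases, and 13 under immune response, which the study chose from these libraries. DESeq2 called 12 and 11 of them higher and 0 lower, and edgeR 0, with 4 and 2 at an unadjusted p under 0.05. Of these genes, only Ifngr1 kept the DESeq2 call in all 7 fits that left out 1 library. However, 7 of the MHC class I and 4 of the immune response genes had under 10 counts in both washout 1 and 3. Without Fc-JAG1 1 or 3 they could not be called, by the rule of 10 counts in 2 replicates. Ripk1, which the heatmap does not list, was not called in all of these fits either, and was barred by the same rule. Its log2 fold change ran from 11.29 to 14.71 over these fits by edgeR and DESeq2. In each group 11 genes went the same way in both pairs, and 13 and 11 had under 10 counts in washout 1 or washout 3. Of a separate list of 15 measured genes of MHC class I presentation, DESeq2 called 4 higher and 1 lower, H2-D1 (4 and 1 when adjusted over the list alone). By an even spread 2.54 of the 15 would be higher (one-sided Fisher's exact test, p = 0.240, adjusted over 22 lists 0.782). By edgeR, H2-Q5 and H2-Q7 passed when adjusted over the list alone. By limma's fry the list passed the test for change in either direction (adjusted p = 0.00282) but not the test for change one way (adjusted p = 0.743). The list did not pass camera (adjusted p = 0.563). The either-way call by limma was lost without washout 1 (adjusted p = 0.226), washout 3 (0.559), compE 1 (0.0595), Fc-JAG1 1 (0.659) or Fc-JAG1 3 (0.662), with no replicate block (0.810) and without the H2-Q genes (0.613). Of 44 measured genes of cytokine and innate immune signaling 12 were higher and 0 lower by DESeq2 (13 and 0 over the list alone). An even spread over the 9569 genes with at least 10 counts in at least 2 replicates of either condition would give 6.43 higher among the 38 that these hold (one-sided Fisher's exact test, p = 0.0193, adjusted over 22 lists 0.425).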

We found several genes of these two processes significantly up-regulated upon Fc-JAG1 stimulation (Fig. 6F and Supplementary Data 4). Finally, Notch signaling-related molecules were also up-regulated upon stimulation with Fc-JAG1.

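Of 44 measured Notch pathway components DESeq2 called 8 higher with Fc-JAG1 and 0 lower (8 and 0 when adjusted over the list alone). An even spread over the 9569 genes with at least 10 counts in at least 2 replicates of either condition would give 7.11 higher among the 42 that these hold (one-sided Fisher's exact test, p = 0.418, adjusted over 22 lists 1.00). The genes called higher included Ncstn of the γ-secretase, the glycosyltransferase Poglut1, Dtx4, Dvl3, the acetyltransferase Kat2b, and the co-repressors Tle3 and Tle4. Ncstn stood at 283 ± 53.7 TMM-normalized CPM (SD, n = 2), a log2 fold change over the washout of 9.50 by DESeq2 (adjusted p = 0.000160) and 6.70 by edgeR (standard error 2.89, adjusted p = 0.830). Kat2b had 1265 and 5527 counts in Fc-JAG1 1 and 3 against 0, 1248 and 4 in washout 1, 2 and 3. Dtx4 had 6929 and 2 counts against 0, 3804 and 9166 in washout 1, 2 and 3, so its 2 pairs went opposite ways. Notch1 (chromosome 2, 26457903 to 26516663 of GRCm38) stood at 74.2 ± 35.7 TMM-normalized CPM with Fc-JAG1 (SD, n = 2) and 56.2 ± 76.8 in the washout (SD, n = 3). Its log2 fold change of 4.71 by DESeq2 (adjusted p = 0.0638) and 3.56 by edgeR (standard error 2.87) became −0.89 by DESeq2 with no replicate block and without washout 1 and 3. Notch2 had a log2 fold change of 1.07 by edgeR (standard error 2.51), which was −0.04 without washout 1. Jag1, the ligand of the cis interaction, had 21 and 7 counts with Fc-JAG1 and 1789, 12 and 3 in the washout, with an edgeR log2 fold change of −6.67 (standard error 4.58) that was 1.72 without Fc-JAG1 1. Of 8 measured Notch target genes DESeq2 called 0 higher and 2 lower, Hes6 and Gata3 (2 and 3 when adjusted over the list alone). Hes6, a Hes family transcription factor, had 1680 and 0 counts with Fc-JAG1 against 6216, 3533 and 2072 in washout 1, 2 and 3, a log2 fold change of −6.29 by DESeq2 (adjusted p = 0.00689) and −4.32 by edgeR (standard error 2.59). Myc had 30302 and 1369 counts against 19111, 27439 and 47501 (DESeq2 adjusted p = 0.0794), and its edgeR log2 fold change of −1.74 was 0.00480 without Fc-JAG1 3. The heatmap of Fig. 6F lists 17 Notch signaling genes, chosen by the study from these libraries, of which DESeq2 called 11 higher and 2 lower and placed 4 at an adjusted p between 0.05 and 0.1, each marked there with an asterisk. By edgeR 0 passed and 2 had an unadjusted p under 0.05, and 12 of the 17 went the same way in both pairs. Of the 17, only Hes6 kept its DESeq2 call in all 7 fits that left out 1 library. However, 4 of the 17 had under 10 counts in both washout 1 and 3. Without Fc-JAG1 1 or 3 these could not be called, by the rule of 10 counts in 2 replicates.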

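Genes that mark HSCs were mostly not called after Fc-JAG1. Of 22 measured HSC genes DESeq2 called 1 higher, Fgd5, and 0 lower (1 and 0 when adjusted over the list alone). Fgd5 had 151 and 6271 counts in Fc-JAG1 1 and 3 against 1, 0 and 2 in washout 1, 2 and 3. DESeq2 lost this call without washout 3 (adjusted p = 0.0774), at a log2 fold change of 7.40 against 9.87 with all libraries. Kit, the receptor used to sort these cells, stood at 328 ± 164 TMM-normalized CPM with Fc-JAG1 (SD, n = 2) and 409 ± 249.6 in the washout (SD, n = 3), and its log2 fold change by edgeR was −0.60 (standard error 1.07, adjusted p = 1.00). Runx1, the transcription factor needed for blood emergence, had an edgeR log2 fold change of 0.37 (standard error 0.51, adjusted p = 1.00), and −0.01 with DESeq2 size factors. Of 12 measured endothelial and arterial genes 1 was higher, Nrp2, and 3 lower, Tie1, Gja5 and Bmx (1 and 3 over the list alone). A set of 78 genes, 24 higher and 54 lower, was called by DESeq2 in the same direction in all 7 fits that left out 1 library. Of the 1619 genes called higher with all libraries, 928 had under 10 counts in both washout 1 and 3. By the rule of 10 counts in 2 replicates, these could not be called without Fc-JAG1 1 or 3. The balance of higher and lower genes in the set is therefore partly set by that rule. The higher ones in the set included Ifngr1, Smarcd1 and the DNA demethylase Tet2. The lower ones included Hes6, Ncapd2, the mitotic genes Cep55 and Fzr1, and Cd93, a surface protein of endothelial and early blood cells. These genes were picked after their values were seen, and by edgeR each had an adjusted p above 0.05. From the gene ontology terms overrepresented among the up-regulated genes, the paper proposes that breaking the cis inhibition starts cell cycle entry and lineage differentiation. That Fc-JAG1 reduces the cis interaction itself is drawn in the paper from its proximity ligation assay, not from these terms.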

In summary, we find evidence that within the GFI1 + IAHC cells that retain NOTCH1 and JAG1 in *cis* conformation, Fc-JAG1 causes activation of genes associated with cell cycle entry and differentiation. These results agree with our hypothesis that the function of the *cis* conformation is to preserve a naïve HSC state within the GFI1 + IAHC cells.

### NOTCH1-JAG1 interactions in *cis* is reduced upon RFNG knockdown

Notch post-translational modifications by FRINGE glycosyltransferases can enhance ligand-receptor interactions in a specific way. *Rfng* expression was detected in the T2-HSC population (Fig. 2D). RFNG has been reported to enhance NOTCH1-JAG1 *cis* interactions in cultured cells^34^. To test whether the *cis* interaction in HSCs could be modulated by RFNG, we performed IHC for RFNG on *Gfi1:tomato* AGMs. We detected RFNG positive cells in a few GFI1 + IAHC of E11.5 AGMs (8 out of 19, Fig. 7A). To quantify the RFNG positive cells within the whole AGM, we performed FACS analysis, combined with the HSC markers, Sca1 and EPCR (T2-HSCs)^25^. We detected significant accumulation of RFNG positive cells in T2-HSCs and some EPCR positive cells, but not in Sca1-EPCR- IAHCs (Fig. 7B, C; Supplementary Fig. 7A). We went further and sub-gated the T2-HSC fraction for RFNG + /v cells to determine if these cells were co-expressing NOTCH1 and JAG1 in the *cis* confirmation. In support of our hypothesis, RFNG positive T2-HSCs enriched for NOTCH1 and JAG1 co-expression (Fig. 7D, E).

**Fig. 7:**
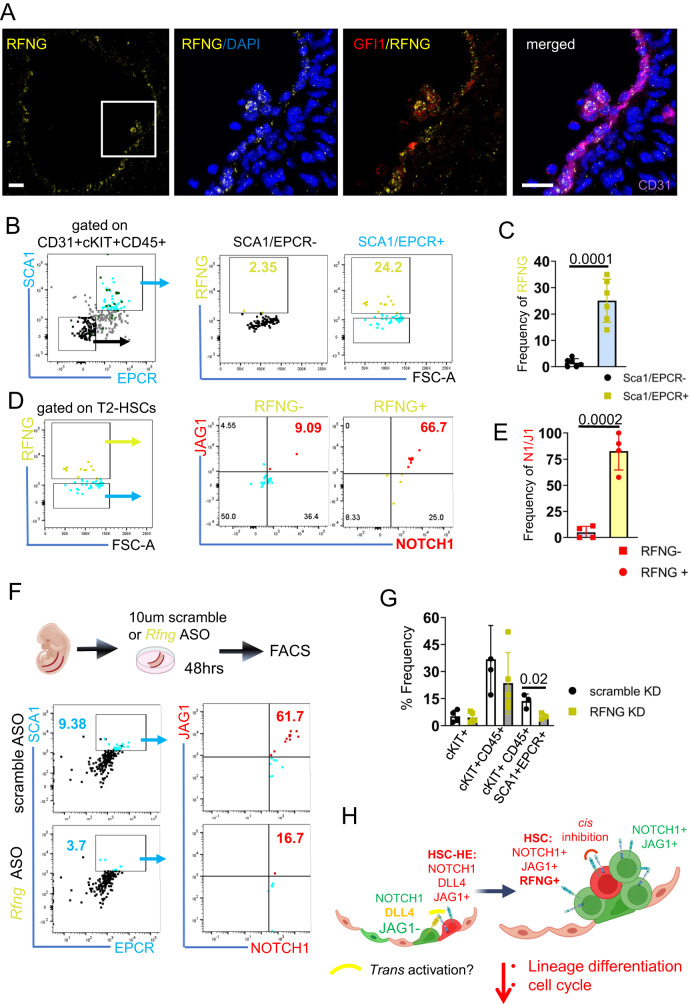
NOTCH1/JAG1 cis interaction and HSC emergence is dependent on RFNG. **A** IHC on E11.5 AGM sections for RFNG (yellow), GFI1 (red), CD31 (magenta) and DAPI (blue). Representative image from 4 different IHC with *n* = 4 embryos. Scale bar = 10 μm. **B** Flow cytometry plots for Sca1 and EPCR after gating for CD31 + /cKIT + /CD45 + . SCA-/EPCR- or SCA + /EPCR+ and further analysed for RFNG. RFNG gate is superimposed onto Sca1 and EPCR plot. **C** Quantification of the frequency of RFNG in either SCA-/EPCR- or SCA + /EPCR+ fraction of CD31 + /cKIT + /CD45 + . Vertical error bars indicate the mean and standard deviation values. Statistical significance was calculated with two-tailed t-tests. (3 independent experiments with *n* = 21 embryos). Source data are provided as a source data file. **D** CD31 + /cKIT + /CD45+Sca1+EPCR + T2-HSCs were gated for RFNG expression. RFNG- and RFNG + T-HSCs were further plotted for JAG1 and NOTCH1. **E** Quantification of the frequency of JAG1/NOTCH1 in either RFNG- or RFNG+ fraction of T2-HSCs. Statistical significance was calculated with two-tailed *t*-tests with data derived from (*n* = 3 independent with *n* = 21 embryos). Vertical error bars indicate the mean and standard deviation values. Source data are provided as a source data file. **F** Cartoon of experimental set up. E10.5 AGMs were cultured as explant with 10 μM control (scramble) FANA-ASO or 10 μM of RFNG FANA-ASO and processed for FACS analysis 48hrs later. Flow cytometry plots for Sca1 and EPCR after gating for CD31 + /cKIT + /CD45+ for scramble FANA-ASO or RFNG FANA-ASO. The T2-HSCs were then further analysed for JAG1 and NOTCH1 levels. **G** Quantification of the frequency of cKIT, cKIT+CD45+ and cKIT+CD45 + EPCR+Sca1 + T2-HSCs in either scramble or RFNG ASO. (n = 3 independent experiments, *n* = 24 embryos). Statistical significance was calculated with two-tailed t-tests. Vertical error bars indicate the mean and standard deviation values. Source data are provided as a source data file. **H** Scheme of proposed modulation of HSC specification through RFNG. GFI1 HE can be separated into HSC-HE that expresses higher levels of *Jag1*. Within the GFI1 + IAHC, some JAG1 positive cells co-express NOTCH1 on the surface, and this co-expression exists as a *cis* (inhibitory) conformation due to the presence of RFNG. RFNG expression is restricted to the T2-HSC population and this *cis* interaction is necessary to maintain stem cell identity by regulating cell cycle and differentiation-associated genes. (ASO: Antisense oligonucleotides).

Finally, we performed knock down experiments of RFNG in ex vivo AGM cultures with anti-*Rfng* FANA-ASO nucleotides (Fig. 7F). These nucleotides enter the cell, bind to the transcript and recruit RNaseH to degrade the mRNA (Supplementary Fig. 7B). We cultured control (scramble FANA-ASO) or *Rfng* ASO treated AGMs for two days and analysed the T2-HSC and NOTCH1-JAG1 co-expression frequency by FACS (Fig. 7F; Supplementary Fig. 7C).

In agreement with our hypothesis, a decrease in RFNG in the AGM was observed concurrently with significantly fewer phenotypic HSCs (CD45 + CKIT + SCA1 + EPCR + ) and a reduction in NOTCH1-JAG1 co-expression (Fig. 7F, G, Supplementary Fig. 7C).

Altogether these results indicate that RFNG might preserve the NOTCH1-JAG1 *cis* interaction in some IAHC cells and maintain their HSC phenotype.

## Discussion

Notch signalling is required for a plethora of cellular decisions that control cell states and cell fate acquisition, including hematopoiesis. In the embryonic aorta, hemogenic endothelial cells give rise to HSPCs in close association with the aortic endothelium. Arterial and hemogenic endothelium and HSPCs are specified in the AGM region, and all require a specific level of Notch activity. Earlier studies have elucidated that NOTCH1, JAG1, RBPJ and HES repressors are key for the generation of HSPC^42,49–52^, while NOTCH1, NOTCH4, DLL4 and RBPJ are required for arterial development^53–56^. Therefore, it is concluded that Notch activity is compulsory for HSC emergence and arterial formation, but the timing and the threshold of Notch activity as well as the precise interactions of receptors and ligands remained undetermined. In the AGM, blocking DLL4 or inhibiting Notch activity with γ-secretase inhibitors can increase HSPC activity^17,57,58^, yet absence of JAG1 leads to a dramatic loss of IAHC^44,45^. Importantly, the phenotypes of blocking DLL4 with an antibody or treatment with γ-secretase inhibitors is dependent on the developmental stage of HE and HSPC; blocking DLL4 ex vivo most efficiently increases HSC activity when applied at early AGM stages (31–34 s)^17^. Likewise, blocking of Notch activity with γ-secretase inhibitors before acquiring HSC fate can diminish HSC activity^46^. Moreover, Notch1 receptor levels are also tightly regulated during HE and EHT by Sox17 and Gpr183^57,59^.

Taken together, we conclude that Notch activity needs to be dampened once the (HSC)-HE has been specified. In agreement with this assumption, Notch activity tracing lines detect lower notch activation in IAHC than their arterial surrounding^43,46,57,59^. Here, we present evidence for a *cis* interaction between NOTCH1 and JAG1 that is especially relevant in T2-HSCs and modulated by RFNG that integrates and further explains the previous observations. Increasing JAG1 levels on the cell surface blocks Notch signalling by forming a *cis* (inhibitory) conformation with NOTCH1. A previous study already established higher levels of activated NOTCH1 (NICD) in IAHC in the absence of JAG1. The *Jag1* deficient cKIT+ IAHCs were present in the aorta but could not bud into the lumen of the aorta, and instead stayed embedded in the endothelium and expressed high levels of endothelial specific genes, indicating that hematopoietic maturation was blocked^43^. Similarly, and in support of the opposing effect for DLL4 and JAG1 in HSC specification, AGMs treated with a DLL4 blocking antibody show enhanced HSC activity and reduced target gene expression^17^.

The time course of Notch ligand and receptor expression in the hemogenic and IAHC subpopulations suggests that this *cis* interaction is specifically maintained in T2-HSC, while other HPC lose this co-expression. We speculate that a fine balance of Notch activity that is most likely induced by *trans* activation by DLL4 and increasing *cis* inhibition through JAG1 are key for permissive conditions of HSC fate. DLL4 activation should be inhibited since it has a detrimental effect over HSC activity^43^, however *cis* inhibition could also prevent NOTCH1 from responding to free JAG1 or other expressed ligands such as JAG2^49^. We show that the persistence of this *cis* NOTCH1-JAG1 is linked to RFNG expression, a glycosyltransferase that modifies the NOTCH1 receptor to have a stronger affinity for JAG1 in *cis*^34,39^. We find RFNG concentrated in sparse cells within a few IAHC by IHC and by FACS, we specifically detect them in EPCR + /Sca1 + / T2-HSC. Finally, AGMs after knock down of *Rfng* showed a reduction of NOTCH1-JAG1 co-expressing T2-HSCs. By nascent RNA capture assay, we identified the pathways that are regulated by JAG1 in the HSC population. We find enrichment of gene sets that include cell cycle, chromatin remodeling, lineage differentiation, and antigen processing/presenting genes that are upregulated in response to Fc-JAG1, strongly indicating that the *cis* confirmation of NOTCH1-JAG1 preserves a naïve stem cell fate phenotype. Although the nascent RNA assay has given an indication of the processes affected by NOTCH1-JAG1 interactions, given the inherent noisiness of the samples further experimental validation of specific targets would be needed.

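Some transcripts had high counts in every library and others in only some of them. Actb had 16342 to 79750 counts and Runx1 16525 to 51298 across the 7 libraries. Becn1 had 0 counts in washout 1 and 3 and in compE 1, and 222 to 1311 in the other 4. Gfi1, whose reporter defined the sort, had 2477 counts in washout 3, 2504 in Fc-JAG1 1, 12 in washout 2 and 0 in the other 4. Washout 2, compE 2 and Fc-JAG1 1 held 12351, 12083 and 11600 genes with at least 10 counts, and washout 1, washout 3, compE 1 and Fc-JAG1 3 held 6265, 7585, 8096 and 8006. Spearman's correlation of log2 CPM across genes, which are not independent replicates, was 0.831 to 0.846 among washout 2, compE 2 and Fc-JAG1 1, and 0.283 to 0.544 in the other 18 pairs of libraries. The 5 pairs of the same condition lay between 0.283 and 0.544, and the 3 pairs above this range each joined different conditions. Mitochondrially encoded genes took 12.7% of the counts in washout 1, 7.07% in compE 1, 7.35% in Fc-JAG1 3 and 2.48% in washout 3, and 1.14% to 1.88% in washout 2, compE 2 and Fc-JAG1 1.

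**Figure D2:**
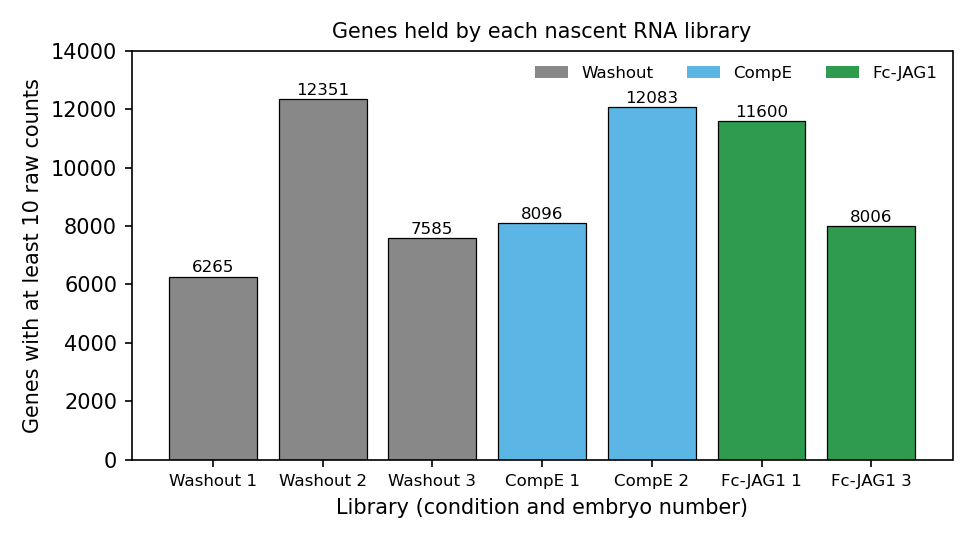
Number of genes with at least 10 raw counts (y axis) in each of the 7 nascent RNA libraries (x axis, condition and number of the biological sample), as bars from 0 colored by condition, with 1 library per bar. Washout 2, compE 2 and Fc-JAG1 1 hold 11600 to 12351 genes and the other 4 libraries 6265 to 8096.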

It is worth mentioning that deletion of all three Fng genes has minor effects on adult hematopoiesis^60^, however phenotypic and functional studies of Rfng KO embryonic HSC could provide critical insight into HSC specification in the AGM. It is not uncommon that HSC-specific phenotypes are not detected unless studied in serial transplantation settings^61^.

It is interesting to note that some HSC specific genes, including *Procr*, *Mecom*, *Fgd5*, and *Hoxa9* are expressed at higher levels in a subset of the GFI1 + HE that has high levels of *Jag1* and some Notch target gene expression (Figs. 2D–F and 3A). This suggests that the HSC fate is established as early as the HE state, maybe through Notch signaling and this is preserved in the IAHC. In addition, we find that these precursors have a low proliferation index to ensure their integrity (Supplementary Fig. 5B). Of note, NOTCH1 mutant AGM explants showed significantly higher levels of BrdU+ incorporation in the hematopoietic compartment^57^ suggestive of Notch signalling controlling cell cycle dynamics in the HE/IAHC. The notion that the HE is heterogeneous in regards of their hematopoietic potential has been recently postulated^62,63^. We are therefore further confirming this finding and are proposing a mechanism, namely NOTCH1-JAG1 in *cis*, as the driving force that maintains the HSC fate in the IAHCs.

*Cis* interactions per se have been postulated based on mathematical modelling of Notch receptor and ligand interactions. This model of Notch activity fine tunes tissue pattern induction and is further validated as a vital mode of signalling in engineered cell cultures systems^34–36,64^. *Cis* inhibition has been shown to prevent receptor activation when ligands are in stochiometric access^65^ and functionally demonstrated in *Drosophila* development of the wing, eye, oogenesis and the notum^66–68^. Disruption of *cis* inhibition by mutating specific extracellular regions of the *Jag* orthologue, *Serrate*, results in the wing vein loss phenotype^69^. Despite the different examples in *Drosophila*, demonstration of similar *cis*-inhibitory mechanisms in vertebrates has been elusive, likely due to the higher complexity of Notch signaling. However, mathematical modelling of the Notch pathway predicts that *cis* interactions are an integral part of Notch signaling also in vertebrate systems and needs further exploration^37^. This study presents unprecedented phenotypic, functional, and visual evidence of such interaction in the vertebrate tissue.

Finally, generating HSC through re-programming of somatic or differentiated cells, or the in vitro differentiation of (induced Pluripotent) Embryonic Stem (ES) cells is a goal of regenerative medicine that is still unmet. Indeed, several studies have documented the expression and requirement of Notch signaling molecules for inducing a “definitive” blood precursor population^62,70–75^. Still, the repopulation capacity of these cells is poor, lineage biased and/or only transient in the recipient^76–82^. We speculate that the *cis* (inhibitory) conformation might be a vital mode of regulation that is lacking in in vitro systems. Further studies are needed to dissect the modules of Notch signaling in ES cell-based differentiation to blood and try to implement the missing interactions.

## Materials and Methods

### Mouse lines and animal work

The CD1 wild type strain and *Gfi1:tomato* (Thambyrajah et al. ^11^) were used in this study. For time matings, *Gfi1:tomatot*^*omato*^ or CD1 WT females were mated to *Gfi1*^*tomato*^ or CD1 WT males. The resulting embryos were genotyped and used for FACS analysis and sorting, IHC and Index sorting. Jag1floxed mice (B6.129S-Jag1tm2Grid/SjJ purchased from the Jackson laboratory) were bred to Ve-cadherin CreERT2 mice (Monvoisin et al, 2006). Vaginal plug detection was considered as day 0.5. To induce the deletion of the floxed Jag1 alleles, 10uM of 4 hydroxytamoxifen (Sigma #7904) was added to the explant media. Animals were kept under pathogen-free conditions, and all procedures were approved by the Animal Care Committee of the Parc de Recerca Biomedica de Barcelona, license number 9309 approved by the Generalitat de Catalunya.

### Genotyping PCR

Small pieces of embryonic tissue or yolk sac were dissected off the embryo and placed in PCR tube containing 100 μl of PBS. The tissue pieces were boiled for 8 min at 98 °C for denaturation and further digested with Proteinase K (50 μg/ml) for 30 min at 55 °C, and the enzyme deactivated by boiling the samples for a further 10 min at 95 °C. 1 μl of the samples was used as a template for the PCR.

### AGM dissection, single cell suspension

AGMs of E10 - E11.5 embryos were dissected in PBS with 7% fetal calf serum (FBS) and penicillin/streptomycin (100 U/mL). Single-cell suspensions were generated by incubating the tissues for 20–30 min in 500 ul of 1 mg/ml of Collagenase/Dispase (Roche cat# 10269638001) before mechanical dissociation with a syringe and needle. The resulting single-cell suspension was used for antibody staining (see Supplementary Data 1 for list of antibodies). Samples were analysed on a Fortessa instrument or sorted with FACS AriaII or BD Influx (BD Biosciences). FACS plots were generated using FlowJo V10.

### cDNA generation and qPCRs

FACS purified CD31+cKIT+CD45+ cells were converted into cDNA using the SuperScript™ IV Single Cell/Low Input cDNA PreAmp Kit (ThermoFisher # 11752048) according to Manufacturer’s instructions and 13 cycles pre-amplification with random primers. Sybergreen-based qPCRs were performed with primer pairs targeting Tbp, Hes1, Hey1/2 and Gata2 (Supplementary Data 1).

### Single-cell RNA sequencing

E11.5 AGMs were prepared for flow sorting as described above. Single cells were sorted into 384-well plates containing lysis buffer and snap frozen. Libraries were prepared using a modified version of the Smart-Seq2 protocol. Briefly, cDNA was prepared using a Mantis platform (Formulatrix) and quantified with quantIT picogreen reagent (Thermo Fisher). Dual indexed sequencing libraries were prepared from 0.1 ng cDNA using an Echo525 automation system (Labcyte) in miniaturized reaction volumes. The library pool was quantified by qPCR using a Library Quantification Kit for Illumina sequencing platforms (Kapa Biosystems). Paired-end 75 bp sequencing was carried out by clustering 1.5pM of the library pool on a NextSeq 500 sequencer (Illumina).

### scRNASeq data analysis

Raw reads were mapped against the Mus musculus genome (mm10) with STAR aligner tool (v2.7.3)^83^. HTSeq framework (v0.9.1) was used for gene expression quantification^84^. Raw count matrix contained data from 860 sequenced cells and 46,170 genes. Python v3.7.3 and scanpy (v1.4.4) were used for data pre-processing and main downstream analysis. Other relevant Python packages included anndata (v0.6.22.post1), umap (v0.3.10), pandas (v0.25.1), scikit-learn (v0.21.3) and statsmodels (v0.13.15). Cells with less than 2,500 expressed genes and less than 50,000 counts were discarded, and no more than 5% mitochondrial gene expression. Genes expressed in at least one cell were kept. No batch correction was performed. After quality control, we obtained an expression matrix including 775 cells and 30,362 genes. Cyclone was used to classify cells into G1, G2 or S cycle phases^85^. Overall gene expression was normalized to 10,000 counts and logarithmically transformed. Then highly variable genes (HVG) were selected with default parameters. A total of 7,925 HVG were identified. Read depth, mitochondrial gene content and cell cycle effects were regressed out. For cells visualization and clustering, PCA was first performed with 50 components on the list of HVG. UMAP was obtained after neighborhood graph was computed (n_neighbors = 5 and 50 PCs). Cells were clustered using the Louvain algorithm with a resolution of 0.5. This analyisis identified 11 clusters. Cell identities annotation to clusters was based on already established marker genes from the literature. Cluster-specific marker genes were found using the scanpy function rank_genes_groups using Wilcoxon rank-sum test method. Only those genes present in at least 25% of cells in either groups (cluster of interest against the rest) were considered.

Benjamini-Hochberg procedure was used to obtain adjusted p-values. Forced Directed Graph (FDG) was computed after obtaining the diffusion map with default parameters. For the layout, fa2 (v0.3.5) was selected. Cells pseudotime was estimated considering HSC-HE cluster cells as the root.

Data visualization was performed with the ggplot2 (v3.4.1), complexHeatmap (v2.14.0) and EnhancedVolcano (v1.16.0) R packages (v4.2.1)^86^. Differential expression analysis (DEA) was performed for cells simultaneously expressing Hey1 and Hey2 genes from GFI1 + HE population (subset of 281 cells). Genes were considered expressed if their number of normalized counts was higher than 0. DEA was independently conducted per time point (E10.5 and E11.5). Same approach was applied as for the cluster-specific markers identification. Those genes with adjusted p-value (FDR) < 0.05 and absolute log2 FC > 2 were identified as differentially expressed genes (DEGs).

### Immuno- histo-chemistry

E10.5 embryos were fixed in 2% Paraformaldehyde (Thermo Fisher) for 12 min, before they were soaked in 30% sucrose overnight and mounted in OCT compound. 10–12 µm sections were prepared using a cryostat. The sections were permeabilsed at −20 °C for 10 minutes in −20° C 100 Methanol followed by serum blocking (PBS with 3% BSA, 0.5% FCS, 0.05% Tween20, 0.25mM MgCl_2_) for 1 h before the sections were incubated with primary antibodies at 4 °C overnight in blocking buffer. Sections were washed three times in PBST for 15 min each and then incubated with fluorochrome-conjugated secondary antibody at room temperature for 1 h. Sections were further washed three times in PBST and mounted using Prolong Gold anti-fade medium with DAPI (Life Technologies). Images were taken using a SPE (Leica) and processed using Imaris v4.8.

### Intracellular FACS staining

RFNG staining was performed on E11.5 AGM cell lysates. Single cell suspension was stained for the cell surface markers before the intracellular (rabbit anti-mouse) RFNG and a secondary antibody (donkey anti rabbit Alexa 488) was performed in FIX & PERM™ Cell Permeabilization Kit from Thermo Fisher (cat# GAS003). The samples were run on a Fortessa Instrument from BD Bioscience and analyzed with FlowJO V10. Statistical significance was determined with GraphPad prism 8.

### Proximity Ligation assay (PLA)

E10.5 and E11.5 CD1 or *Gfi1:tomato* trunks were cut into 150 μm thick sections, fixed in 2% Paraformaldehyde (Thermo Fisher) for 12 min, and permeabilized for 10 min in −20 °C 100% Methanol. Proximity Ligation assay was performed according to manufacturer’s protocol (Sigma, cat# DUO96000). Briefly, after washing with PBS, the sections were blocked for 1 h with blocking solution and then incubated with the indicated primary antibody pairs as multiplex with N1/DLL4 (Sigma, Duolink DUO92008), N1ex/JAG1ex (sigma Duolink DUO92013), N1int/JAG1int (sigma, Duolink DUO92014) and (rat anti-mouse) CD31 or (rat anti-mouse) cKIT (please see antibody list in Supplementary Data 1). The thick sections were embedded in 80% glycerol in glass bottomed petri dishes (ibidi cat# 81156) and imaged with a SPE (Leica) instrument. Images were taken as z- stacks and rendered to a 3D representation using Imaris v4.8. PLA signals from cell images were manually counted (IAHC or 10 endothelial cells) and plotted using Prism (GraphPad prism 8).

### Nascent RNA capture assay

E11.5 *Gfi1:tomato* AGM cell suspension were stained for CD31 and cKIT. Endo (CD31+cKIT-GFI1-) or GFI1 + IAHC (CD31+cKIT+GFI1 + ) were FACS purified and treated with 10 μM of compound E (gamma-Secretase Inhibitor XXI, Merk cat # 565790) overnight. The following morning, the two samples were washed, separated as 300–400 cells/sample and incubated for 4 h in methylcellulose with the addition 0.3 mM of EU (ethynyl Uridine, Thermo Fisher, cat #C10365) with 1ul DMSO, 10 μM of compound E or 4 μg/ml of recombinant Fc-JAG1 (R&D Systems, Cat #599-JG). After the EU labelling, cells were harvested and processed for purification of EU labeled RNA. Nascent RNA was purified from total nuclear RNA samples using the Click-iT Nascent RNA Capture Kit (Thermo Fisher, cat #C10365) according to the manufacturer’s instructions.

### Nascent RNA capture- sample processing

Nascent RNA was purified from total nuclear RNA samples using the Click-iT Nascent RNA Capture Kit (Thermo Fisher, cat #C10365) according to the manufacturer’s instructions. In brief, biotin-azide was attached to ethylene-groups of the EU-labeled RNA using click-it chemistry and the pulled down of EU-RNA captured on the beads was immediately pre-amplified for 11 cycles (SuperScript™ IV Single Cell/Low Input cDNA PreAmp Kit, cThermo Fisher cat # 11752048) in accordance to manufacturer’s instructions. Finally, double-stranded cDNA was purified using Agencourt AMPure XP beads (Beckman Coulter, cat #A63882). Validation PCRs were performed using the primers listed in Supplementary Data 1.

### Nascent RNASeq data analysis

Libraries were prepared at the Genomics Unit of PRBB (Barcelona, Spain) using Clontech SMARTer kit for low input material and cDNA was sequenced using Illumina NextSeq 2000 platform (50 bp single end reads). Samples sequencing depth ranged between 46 M and 53 M reads (average 49 M reads) per sample.

Quality control was performed on raw data with FASTQC tool (v0.11.9). Raw reads were trimmed to remove Clontech SMARTer IIA oligo (AAGCAGTGGTATCAACGCAGAGTAC) 5’ presence with cutadapt (v4.2)^87^. Default parameters were used except for a maximum 5% error rate and no indels allowed. Trimmed reads were aligned to reference genome with STAR aligner tool (v2.7.8). STAR was executed with default parameters except for (i) the number of allowed mismatches was set to 1 and (ii) short reads consideration was relaxed to 50% of read length. Required genome index was built with corresponding GRCm38 gtf and fasta files retrieved from Ensembl (http://ftp.ensembl.org/pub/release-102/). Obtained BAM files with uniquely mapped reads were considered for further analysis. Raw gene expression was quantified using featureCounts tool from subRead software (v2.0.1) with gene as feature^88^. Obtained raw counts matrix was imported into R Statistical Software environment (v4.2.1) for downstream analysis. Raw expression matrix included 55,487 genes per 7 samples which were distributed in 3 different conditions: 2xFc-JAG1, 2xCompE and 3xWashed-out. Samples were considered as paired among conditions, referring them as three different biological samples. Prior to statistical analysis, those genes with less than 10 raw counts in at least two replicates from the same condition were removed. 

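Hes1, the Notch target measured by qPCR in Fig. 6B, did not pass this filter. It had 0, 748 and 1 counts in washout 1, 2 and 3, 0 and 977 in compE 1 and 2, and 1867 and 0 in Fc-JAG1 1 and 3, so no condition held 10 counts in 2 of its libraries. Procr, which encodes the HSC surface marker EPCR, had 742 counts in washout 2 and 87 in compE 2 and 0 in the other 5 libraries, and was left out too, as were the Notch targets Hey1 and Hey2 and the ligand Dll4. Applied to the 55487 genes of the raw matrix, the filter kept 10311, the same genes with the same counts as in the authors' filtered matrix. Of these, 43.8% had under 10 counts in washout 1, 32.0% in washout 3, 28.9% in compE 1 and 30.1% in Fc-JAG1 3, and 5.85%, 7.56% and 9.54% in washout 2, compE 2 and Fc-JAG1 1.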

After pre-filtering, 10,311 genes were available for testing. For visualization purposes, counts were normalized by variance-stabilizing transformation method using local fit Type as implemented in DESeq2 R package (v1.38.3)^89^. To conduct PCA, normalized expression matrix was corrected per biological sample effect for corresponding with the function removeBatchEffect from limma R package (v3.54.2). Differential expression analysis (DEA) was conducted with DESeq2. Fitted statistical model included biological sample and condition as covariates. Pairwise comparisons for condition levels were tested considering the washed-out as the reference. DEGs were called with adjusted p-values (FDR) < 0.05 and expressed in at least two replicates in any of the two conditions being compared (minimum of 10 raw counts per sample).

### Functional analysis

Overrepresentation analysis was applied over lists of selected genes from scRNA-seq data or RNA-seq data analysis. The Gene Ontology (Biological Process ontology, GO BP terms) and KEGG PATHWAY databases for Mus Musculus were interrogated by means of clusterProfiler R package (v4.6.2). Corresponding Entrez identifiers were used. Benjamini-Hochberg procedure was used to obtain adjusted p-values. Overrepresented GO BP terms (adjusted *p*-value < 0.05) were simplified using the simplify function from clusterProfiler with default parameters. A simplified list of terms was plotted on the semantic space obtained from REVIGO, executed with default parameters.

### Ex vivo culture of AGMs with scramble or RFNG FANA-ASO

AGMs of E10.5 embryos were dissected in PBS with 7% fetal calf serum (FCS) and penicillin/streptomycin (100 U/mL) and cultured as explants for 2 days in medium consisting of Stemspan (Stem Cell Technologies, cat # 09600), 20% fetal calf serum, L-glutamine (4 mM), penicillin/streptomycin (50 units/ml), mercaptoethanol (0.1 mM), IL-3 (100 ng/ml), SCF (100 ng/ml) and Flt3L (100 ng/ml). All growth factors were purchased from Peprotech. Tissues were maintained in 5% CO_2_ at 37 °C. To knock down RFNG, we purchased custom designed ASO-FANA oligos targeting the mRNA of RFNG (Aum Biotech, USA). We used either 10 nM of control/scramble or RFNG FANA-ASO during the culture period.

### Quantification and statistical analysis

Statistical parameters, including number of events quantified, standard deviation, and statistical significance, are reported in the figures and in the figure legends. Statistical analysis has been performed using GraphPad Prism 8 software (GraphPad), and *P* < 0.05 is considered significant. Two-sided Student’s t-test was used to compare differences between two groups.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

### Source data

Source Data

## Data Availability

Single cell RNA-Seq and nascent RNA-seq data: GEO accession number GSE230794. Source data are provided with this paper.

## References

[1] Boisset JC (2010). In vivo imaging of haematopoietic cells emerging from the mouse aortic endothelium. Nature.

[2] de Bruijn MF (2002). Hematopoietic stem cells localize to the endothelial cell layer in the midgestation mouse aorta. Immunity.

[3] Taoudi S, Medvinsky A (2007). Functional identification of the hematopoietic stem cell niche in the ventral domain of the embryonic dorsal aorta. Proc. Natl Acad. Sci. USA.

[4] Mascarenhas MI, Parker A, Dzierzak E, Ottersbach K (2009). Identification of novel regulators of hematopoietic stem cell development through refinement of stem cell localization and expression profiling. Blood.

[5] Yokomizo T, Dzierzak E (2010). Three-dimensional cartography of hematopoietic clusters in the vasculature of whole mouse embryos. Development.

[6] Kumaravelu P (2002). Quantitative developmental anatomy of definitive haematopoietic stem cells/long-term repopulating units (HSC/RUs): role of the aorta-gonad-mesonephros (AGM) region and the yolk sac in colonisation of the mouse embryonic liver. Development.

[7] Boisset JC (2015). Progressive maturation toward hematopoietic stem cells in the mouse embryo aorta. Blood.

[8] Patel SH (2022). Lifelong multilineage contribution by embryonic-born blood progenitors. Nature.

[9] Yokomizo T (2022). Independent origins of fetal liver haematopoietic stem and progenitor cells. Nature.

[10] Ganuza M (2017). Lifelong haematopoiesis is established by hundreds of precursors throughout mammalian ontogeny. Nat. Cell Biol..

[11] Thambyrajah R (2016). GFI1 proteins orchestrate the emergence of haematopoietic stem cells through recruitment of LSD1. Nat. Cell Biol..

[12] Kauts ML (2018). In Vitro Differentiation of Gata2 and Ly6a Reporter Embryonic Stem Cells Corresponds to In Vivo Waves of Hematopoietic Cell Generation. Stem Cell Rep..

[13] Nottingham WT (2007). Runx1-mediated hematopoietic stem-cell emergence is controlled by a Gata/Ets/SCL-regulated enhancer. Blood.

[14] Eich C (2018). In vivo single cell analysis reveals Gata2 dynamics in cells transitioning to hematopoietic fate. J. Exp. Med..

[15] Chen MJ, Yokomizo T, Zeigler BM, Dzierzak E, Speck NA (2009). Runx1 is required for the endothelial to haematopoietic cell transition but not thereafter. Nature.

[16] Vink, C. S. et al. Iterative Single-Cell Analyses Define the Transcriptome of the First Functional Hematopoietic Stem Cells. Cell Rep **31**. (2020).10.1016/j.celrep.2020.107627PMC722575032402290

[17] Porcheri C (2020). Notch ligand Dll4 impairs cell recruitment to aortic clusters and limits blood stem cell generation. EMBO J..

[18] Fadlullah, M. Z. et al. Murine AGM single-cell profiling identifies a continuum of hemogenic endothelium differentiation marked by ACE. Blood. blood.2020007885 [pii] 10.1182/blood.2020007885 S0006-4971(21)01595-0 [pii] (2021).10.1182/blood.2020007885PMC915910934517413

[19] Lancrin C (2012). GFI1 and GFI1B control the loss of endothelial identity of hemogenic endothelium during hematopoietic commitment. Blood.

[20] Bertrand JY (2010). Haematopoietic stem cells derive directly from aortic endothelium during development. Nature.

[21] Kissa K, Herbomel P (2010). Blood stem cells emerge from aortic endothelium by a novel type of cell transition. Nature.

[22] Medvinsky A, Rybtsov S, Taoudi S (2011). Embryonic origin of the adult hematopoietic system: advances and questions. Development.

[23] Rybtsov S (2011). Hierarchical organization and early hematopoietic specification of the developing HSC lineage in the AGM region. J. Exp. Med..

[24] Taoudi S (2008). Extensive hematopoietic stem cell generation in the AGM region via maturation of VE-cadherin+CD45+ pre-definitive HSCs. Cell Stem Cell.

[25] Zhou F (2016). Tracing haematopoietic stem cell formation at single-cell resolution. Nature.

[26] Hadland, B. K., Varnum-Finney, B., Nourigat-Mckay, C., Flowers, D. & Bernstein, I. D. Clonal analysis of embryonic hematopoietic stem cell precursors using single cell index sorting combined with endothelial cell niche co-culture. *J. Vis. Exp.***2018.**10.3791/56973 (2018).10.3791/56973PMC610116529806841

[27] Baron CS (2018). Single-cell transcriptomics reveal the dynamic of haematopoietic stem cell production in the aorta. Nat. Commun..

[28] Zhu Q (2020). Developmental trajectory of prehematopoietic stem cell formation from endothelium. Blood.

[29] Artavanis-Tsakonas S, Rand MD, Lake RJ (1999). Notch signaling: cell fate control and signal integration in development. Science.

[30] Gazave, E. et al. Origin and evolution of the Notch signalling pathway: An overview from eukaryotic genomes. Preprint, 10.1186/1471-2148-9-249 (2009).10.1186/1471-2148-9-249PMC277006019825158

[31] Kageyama R, Ohtsuka T, Kobayashi T (2007). The Hes gene family: Repressors and oscillators that orchestrate embryogenesis. Development.

[32] Bray, S. J. Notch signalling in context. Preprint, 10.1038/nrm.2016.94 (2016).10.1038/nrm.2016.9427507209

[33] Gozlan O, Sprinzak D (2023). Notch signaling in development and homeostasis. Development.

[34] Nandagopal, N., Santat, L. A. & Elowitz, M. B. Cis-activation in the Notch signaling pathway. Elife **8**. 10.7554/eLife.37880 (2019).10.7554/eLife.37880PMC634556730628888

[35] Sprinzak D (2010). Cis-interactions between Notch and Delta generate mutually exclusive signalling states. Nature.

[36] Del Álamo, D., Rouault, H. & Schweisguth, F. Mechanism and significance of cis-inhibition in notch signalling. Preprint, 10.1016/j.cub.2010.10.034 (2011).10.1016/j.cub.2010.10.03421215938

[37] Xu X (2023). Jag1-Notch cis-interaction determines cell fate segregation in pancreatic development. Nat. Commun..

[38] Takeuchi, H., and Haltiwanger, R. S. Significance of glycosylation in Notch signaling. Preprint, 10.1016/j.bbrc.2014.05.115. (2014).10.1016/j.bbrc.2014.05.115PMC425416224909690

[39] LeBon L, Lee TV, Sprinzak D, Jafar-Nejad H, Elowitz MB (2014). Fringe proteins modulate Notch-ligand cis and trans interactions to specify signaling states. Elife.

[40] Thambyrajah R, Bigas A (2022). Notch Signaling in HSC Emergence: When, Why and How. Cells.

[41] Hadland BK (2004). A requirement for Notch1 distinguishes 2 phases of definitive hematopoiesis during development. Blood.

[42] Kumano K (2003). Notch1 but not Notch2 is essential for generating hematopoietic stem cells from endothelial cells. Immunity.

[43] Gama-Norton, L. et al. Notch signal strength controls cell fate in the haemogenic endothelium. *Nat. Commun.***6**. 10.1038/ncomms9510 (2015).10.1038/ncomms9510PMC463413626465397

[44] Robert-Moreno À (2008). Impaired embryonic haematopoiesis yet normal arterial development in the absence of the Notch ligand Jagged1. EMBO J..

[45] Laruy, B., Garcia-Gonzalez, I., Casquero-Garcia, V., and Benedito, R. Endothelial-to-hematopoietic transition is induced by Notch glycosylation and upregulation of Mycn. bioRxiv, 2020.09.13.295238. 10.1101/2020.09.13.295238 (2020).

[46] Souilhol C (2016). Developing HSCs become Notch independent by the end of maturation in the AGM region. Blood.

[47] Kieusseian, A., de la Grange, P. B., Burlen-Defranoux, O., Godin, I., and Cumano, A. Immature hematopoietic stem cells undergo maturation in the fetal liver. *Development* (Cambridge) **139**. 10.1242/dev.079210 (2012).10.1242/dev.07921022899849

[48] Cumano A, Ferraz JC, Klaine M, Di Santo JP, Godin I (2001). Intraembryonic, but not yolk sac hematopoietic precursors, isolated before circulation, provide long-term multilineage reconstitution. Immunity.

[49] Robert-Moreno À, Espinosa L, de la Pompa JL, Bigas A (2005). RBPjκ-dependent Notch function regulates Gata2 and is essential for the formation of intra-embryonic hematopoietic cells. Development.

[50] Burns CE, Traver D, Mayhall E, Shepard JL, Zon LI (2005). Hematopoietic stem cell fate is established by the Notch-Runx pathway. Genes Dev..

[51] Guiu J (2013). Hes repressors are essential regulators of hematopoietic stem cell development downstream of notch signaling. J. Exp. Med..

[52] Singh N, Phillips RA, Iscove NN, Egan SE (2000). Expression of notch receptors, notch ligands, and fringe genes in hematopoiesis. Exp. Hematol..

[53] Duarte A (2004). Dosage-sensitive requirement for mouse Dll4 in artery development. Genes Dev..

[54] Krebs LT (2004). Haploinsufficient lethality and formation of arteriovenous malformations in Notch pathway mutants. Genes Dev..

[55] Gale NW (2004). Haploinsufficiency of delta-like 4 ligand results in embryonic lethality due to major defects in arterial and vascular development. Proc. Natl Acad. Sci. USA.

[56] Krebs LT (2000). Notch signaling is essential for vascular morphogenesis in mice. Genes Dev..

[57] Lizama CO (2015). Repression of arterial genes in hemogenic endothelium is sufficient for haematopoietic fate acquisition. Nat. Commun..

[58] Richard C (2013). Endothelio-Mesenchymal Interaction Controls runx1 Expression and Modulates the notch Pathway to Initiate Aortic Hematopoiesis. Dev. Cell.

[59] Zhang P (2015). G protein-coupled receptor 183 facilitates endothelial-to-hematopoietic transition via Notch1 inhibition. Cell Res..

[60] Song Y, Kumar V, Wei H-X, Qiu J, Stanley P (2016). Lunatic, Manic, and Radical Fringe Each Promote T and B Cell Development. J. Immunol..

[61] Vizan P (2020). The Polycomb-associated factor PHF19 controls hematopoietic stem cell state and differentiation. Sci. Adv..

[62] Uenishi GI (2018). NOTCH signaling specifies arterial-type definitive hemogenic endothelium from human pluripotent stem cells. Nat. Commun..

[63] Dignum T (2021). Multipotent progenitors and hematopoietic stem cells arise independently from hemogenic endothelium in the mouse embryo. Cell Rep..

[64] Sprinzak D, Lakhanpal A, LeBon L, Garcia-Ojalvo J, Elowitz MB (2011). Mutual inactivation of Notch receptors and ligands facilitates developmental patterning. PLoS Comput Biol..

[65] Jacobsen TL, Brennan K, Arias AM, Muskavitch MAT (1998). Cis-interactions between Delta and Notch modulate neurogenic signalling in Drosophila. Development.

[66] De Celis JF, Bray S (1997). Feed-back mechanisms affecting Notch activation at the dorsoventral boundary in the Drosophila wing. Development.

[67] Micchelli CA, Rulifson EJ, Blair SS (1997). The function and regulation of cut expression on the wing margin of Drosophila: Notch, Wingless and a dominant negative role for Delta and Serrate. Development.

[68] Becam I, Fiuza UM, Arias AM, Milán M (2010). A Role of Receptor Notch in Ligand cis-Inhibition in Drosophila. Curr. Biol..

[69] Fleming, R. J. et al. An extracellular region of Serrate is essential for ligandinduced cis-inhibition of Notch signaling. Development (Cambridge) **140**. 10.1242/dev.087916 (2013).10.1242/dev.087916PMC363197623571220

[70] Ayllon V (2015). The Notch ligand DLL4 specifically marks human hematoendothelial progenitors and regulates their hematopoietic fate. Leukemia.

[71] Slukvin II (2016). Generating human hematopoietic stem cells in vitro -exploring endothelial to hematopoietic transition as a portal for stemness acquisition. FEBS Lett..

[72] Jung HS (2021). SOX17 integrates HOXA and arterial programs in hemogenic endothelium to drive definitive lympho-myeloid hematopoiesis. Cell Rep..

[73] Park MA (2018). Activation of the Arterial Program Drives Development of Definitive Hemogenic Endothelium with Lymphoid Potential. Cell Rep..

[74] Ditadi A (2015). Human definitive haemogenic endothelium and arterial vascular endothelium represent distinct lineages. Nat. Cell Biol..

[75] Lee JB (2013). Notch-HES1 signaling axis controls hemato-endothelial fate decisions of human embryonic and induced pluripotent stem cells. Blood.

[76] Wang L (2005). Generation of hematopoietic repopulating cells from human embryonic stem cells independent of ectopic HOXB4 expression. J. Exp. Med..

[77] Varnum-Finney B, Brashem-Stein C, Bernstein ID (2003). Combined effects of Notch signaling and cytokines induce a multiple log increase in precursors with lymphoid and myeloid reconstituting ability. Blood.

[78] Delaney C, Varnum-Finney B, Aoyama K, Brashem-Stein C, Bernstein ID (2005). Dose-dependent effects of the Notch ligand Delta1 on ex vivo differentiation and in vivo marrow repopulating ability of cord blood cells. Blood.

[79] Ohishi K, Varnum-Finney B, Bernstein ID (2002). Delta-1 enhances marrow and thymus repopulating ability of human CD34+CD38- cord blood cells. J. Clin. Investig..

[80] Delaney C (2010). Notch-mediated expansion of human cord blood progenitor cells capable of rapid myeloid reconstitution. Nat. Med.

[81] Suzuki N (2013). Generation of engraftable hematopoietic stem cells from induced pluripotent stem cells by way of teratoma formation. Mol. Ther..

[82] Amabile G (2013). In vivo generation of transplantable human hematopoietic cells from induced pluripotent stem cells. Blood.

[83] Dobin A (2013). STAR: ultrafast universal RNA-seq aligner. Bioinforma. (Oxf., Engl.).

[84] Anders S, Pyl PT, Huber W (2015). HTSeq–a Python framework to work with high-throughput sequencing data. Bioinformatics.

[85] Scialdone A (2015). Computational assignment of cell-cycle stage from single-cell transcriptome data. Methods.

[86] R Core Team. *R: A Language and Environment for Statistical Computing*. R Foundation for Statistical Computing. (2021).

[87] Martin, M. Cutadapt removes adapter sequences from high-throughput sequencing reads. *EMBnet.Journal*; Vol 17, *No 1: Next Generation Sequencing Data AnalysisDO*- 10.14806/Ej.17.1.200 (2011).

[88] Liao Y, Smyth GK, Shi W (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinforma. (Oxf., Engl.).

[89] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

# Supplementary material for: Cis inhibition of NOTCH1 through JAGGED1 sustains embryonic hematopoietic stem cell fate
**Source:** Nat Commun. 2024 Feb 21;15:1604. doi: 10.1038/s41467-024-45716-y
**Supplement:** Supplementary file 1 — Supplementary Information

# Suppl Figure S1

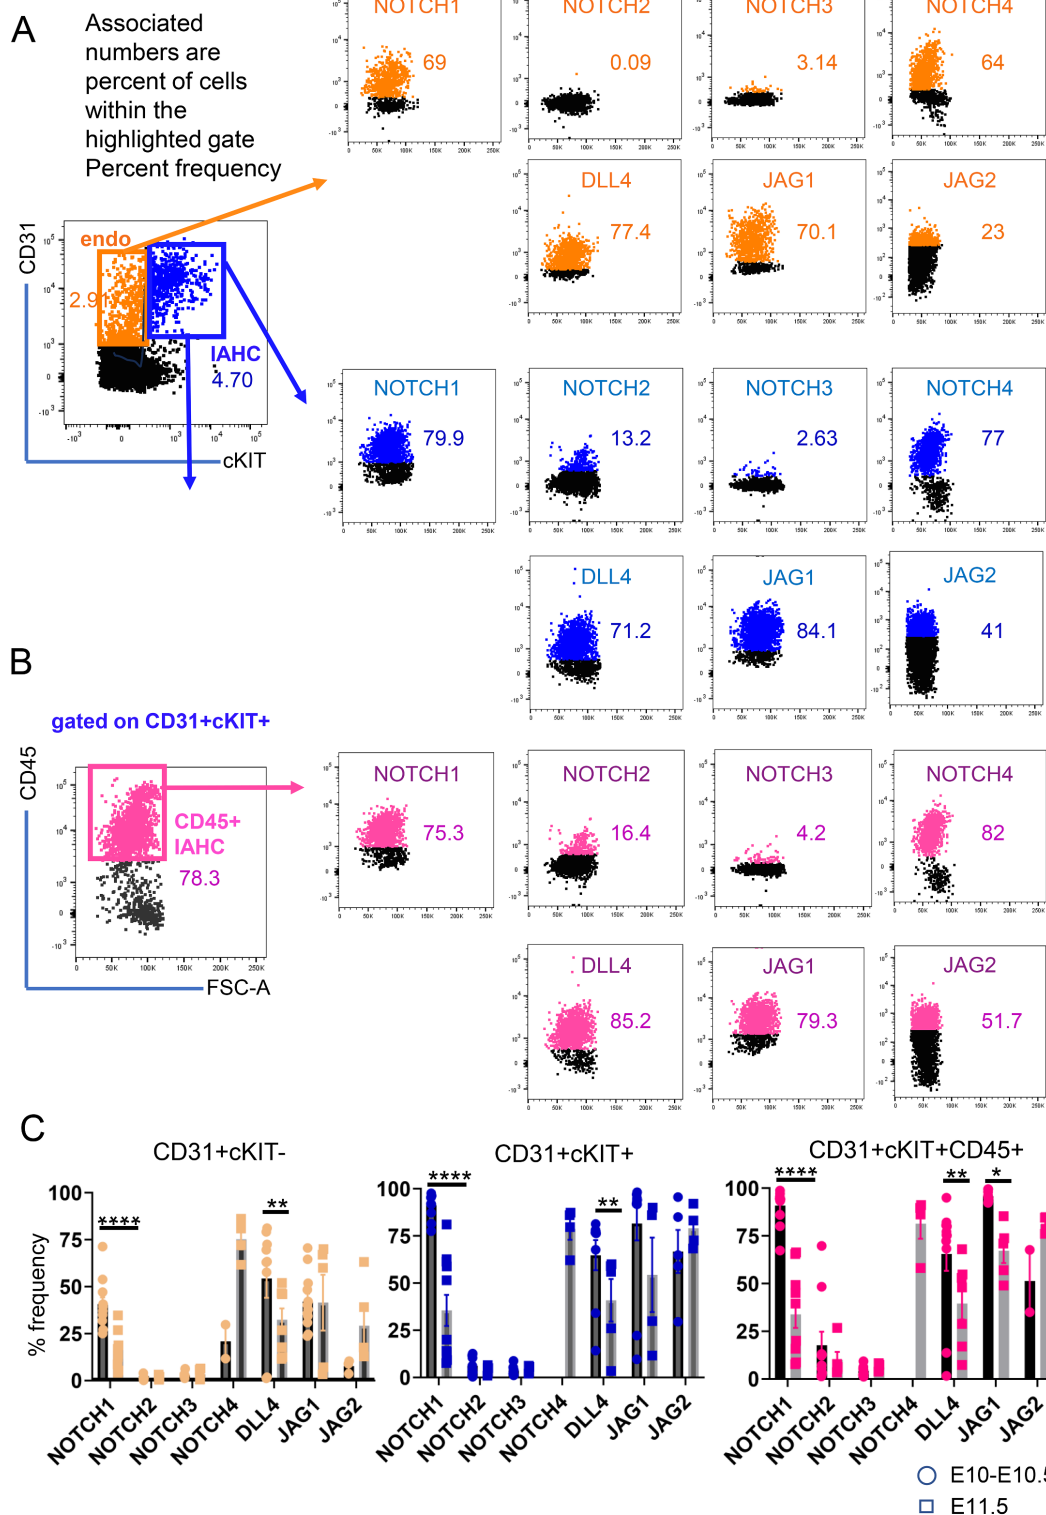

**Supplementary Figure 1: Dynamic Notch signaling molecules expression patterns in the AGM (A)** Gating for Notch receptors (NOTCH1-4) and ligands (DLL4, JAG1/2) in AGM lysates. The first gate separated endothelial cells (CD31+cKIT-, orange) from IAHC (CD31+cKIT+, blue). The positive population determined in endothelial or IAHC are highlighted in the according color. **(B)** The CD31+cKIT+ IAHC were sub-gated for CD45 expression. The notch receptor and ligand levels within the CD45 positive cells (pink) are highlighted for NOTCH1-4, DLL4 and JAG1/2. **(C)** Bar chart summarizing the expression levels for NOTCH1-4, DLL4 and JAG1/2 within CD31+cKIT- endothelium, CD31+cKIT+ IAHC and CD31+cKIT+CD45+ HSC containing IAHC (3 independent experiments with n= 41 embryos). Statistical significance was calculated with two-tailed t-tests. Vertical error bars indicate the mean and standard deviation values. Source data are provided as a source data file.

## Suppl Figure S2

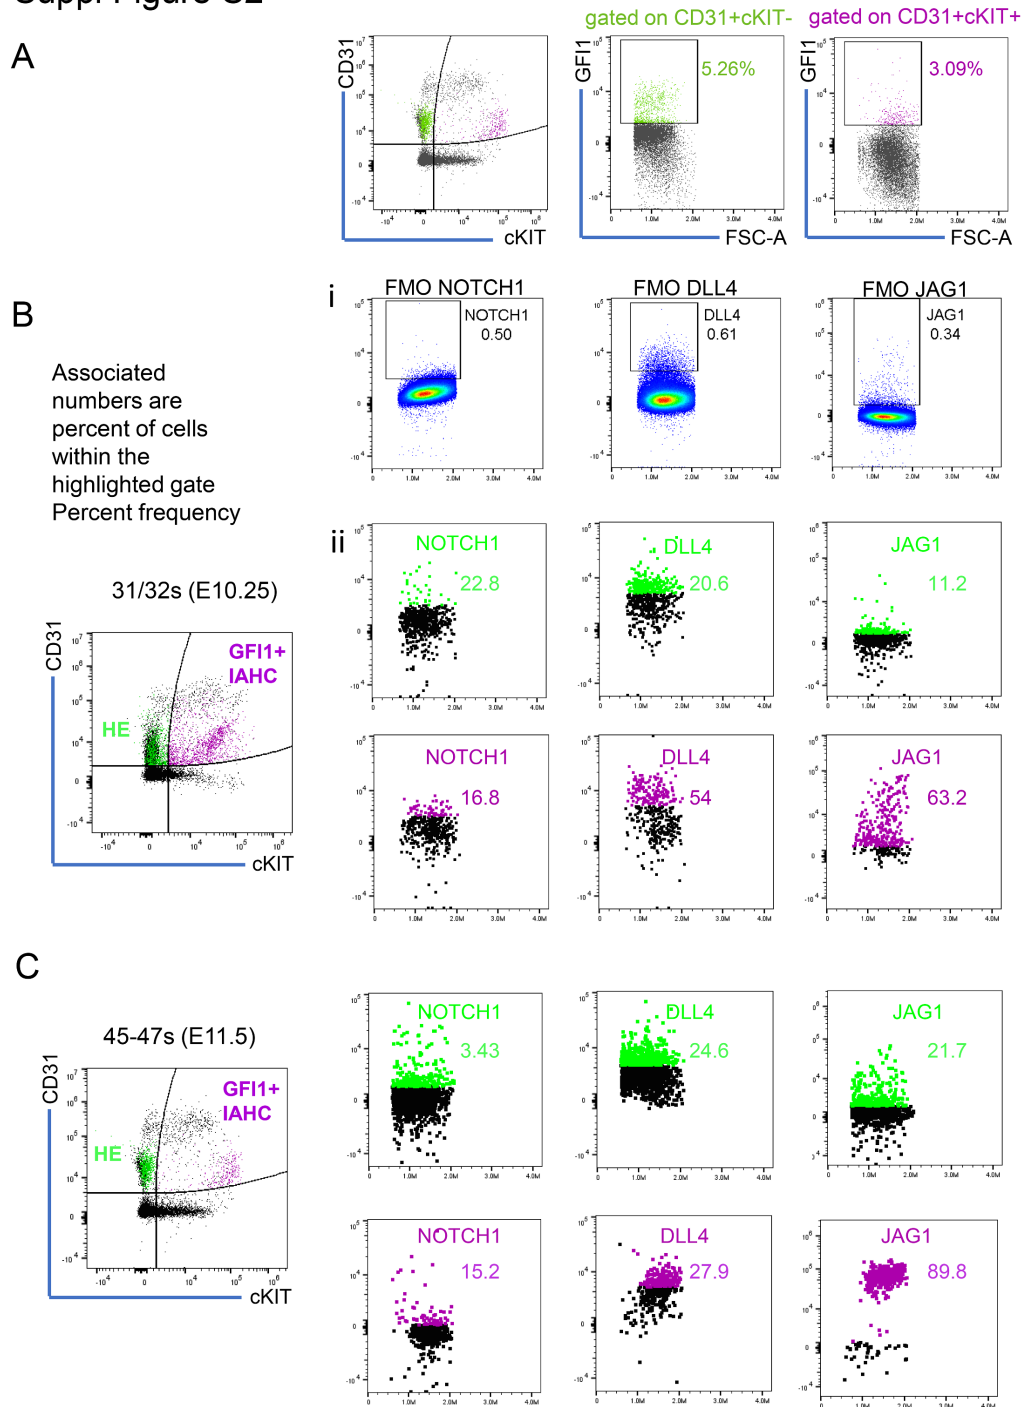

**Supplementary Figure 2: GF11 transgene expression restricts AGM population to HE and HSC containing IAHC** (A) Gating strategy for *GF11:tomato*<sup>+</sup> HE (from CD31+cKIT<sup>-</sup>) and IAHC (CD31+cKIT<sup>+</sup>). The GF11<sup>+</sup> cells are superimposed onto the CD31/cKIT plot. (B) Representative Flow Cytometry plots of NOTCH1, DLL4 and JAG1. (i) Fluorescence minus one (FMO) control gated on CD31<sup>+</sup> cells for NOTCH1, DLL4 and JAG1. (ii) GF11 positive cells within CD31cKIT<sup>-</sup> (HE, green) and CD31+cKIT<sup>+</sup> (GF11+IAHC, purple) were sub gated for NOTCH1, DLL4 and JAG1 in 3132s (E10.25) AGM cell lysates. The HE and IAHC cells are superimposed onto the CD31/cKIT FACS plot. (C) GF11 positive cells within CD31cKIT<sup>-</sup> (HE, green) and CD31+cKIT<sup>+</sup> (GF11+IAHC, purple) were sub gated for NOTCH1, DLL4 and JAG1 in 45-47s (E11.5) AGM cell lysates. The HE and IAHC cells are superimposed onto the CD31/cKIT FACS plot.

# Suppl Figure S3

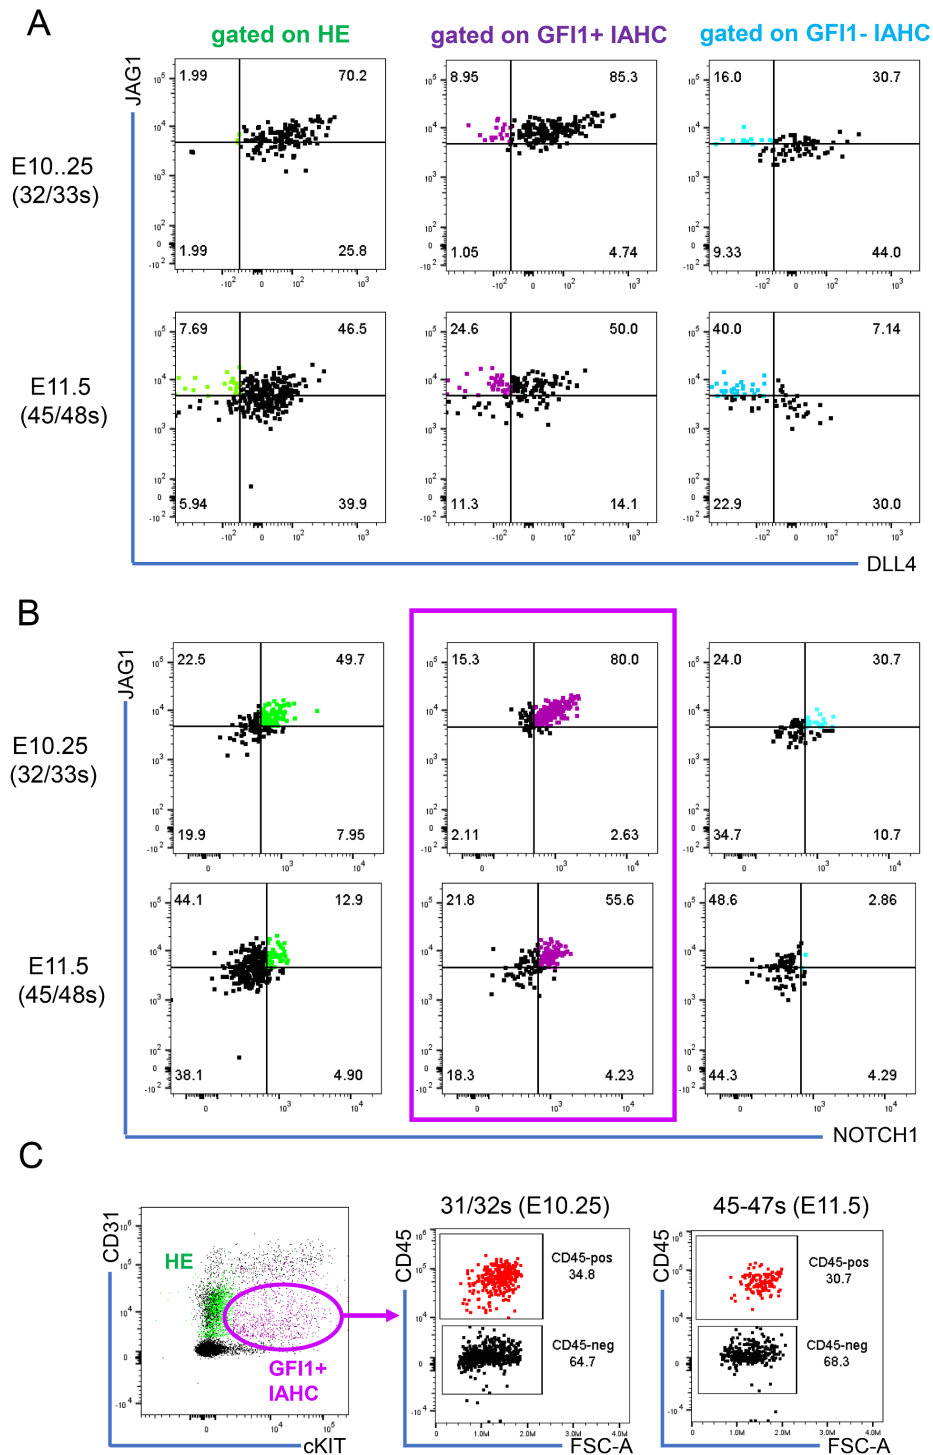

**Supplementary Figure 3: GF11+ IAHC retain NOTCH1 and JAG1 co-expression**  
**(A)** Representative Flow Cytometry plots at 32/33s (E10.5) and 45-48s (E11.5) of CD31+cKIT-GF11+ (HE, green), CD31+cKIT+GF11+ (GF11+IAHC, magenta) and CD31+cKIT+GF11-(GF11-IAHC, blue) for JAG1 and DLL4. **(B)** Exemplary Flow Cytometry plots at 32/33s (E10.5) and 45-48s (E11.5) of CD31+cKIT-GF11+ (HE, green), CD31+cKIT+GF11+ (GF11+IAHC, magenta) and CD31+cKIT+GF11-(GF11-IAHC, blue) for NOTCH1 and JAG1. **(C)** Representative Flow Cytometry plots at 31/32s (E10.25) and 45-47s (E11.5) of CD31+cKIT+GF11+ (GF11+IAHC, magenta) for CD45.

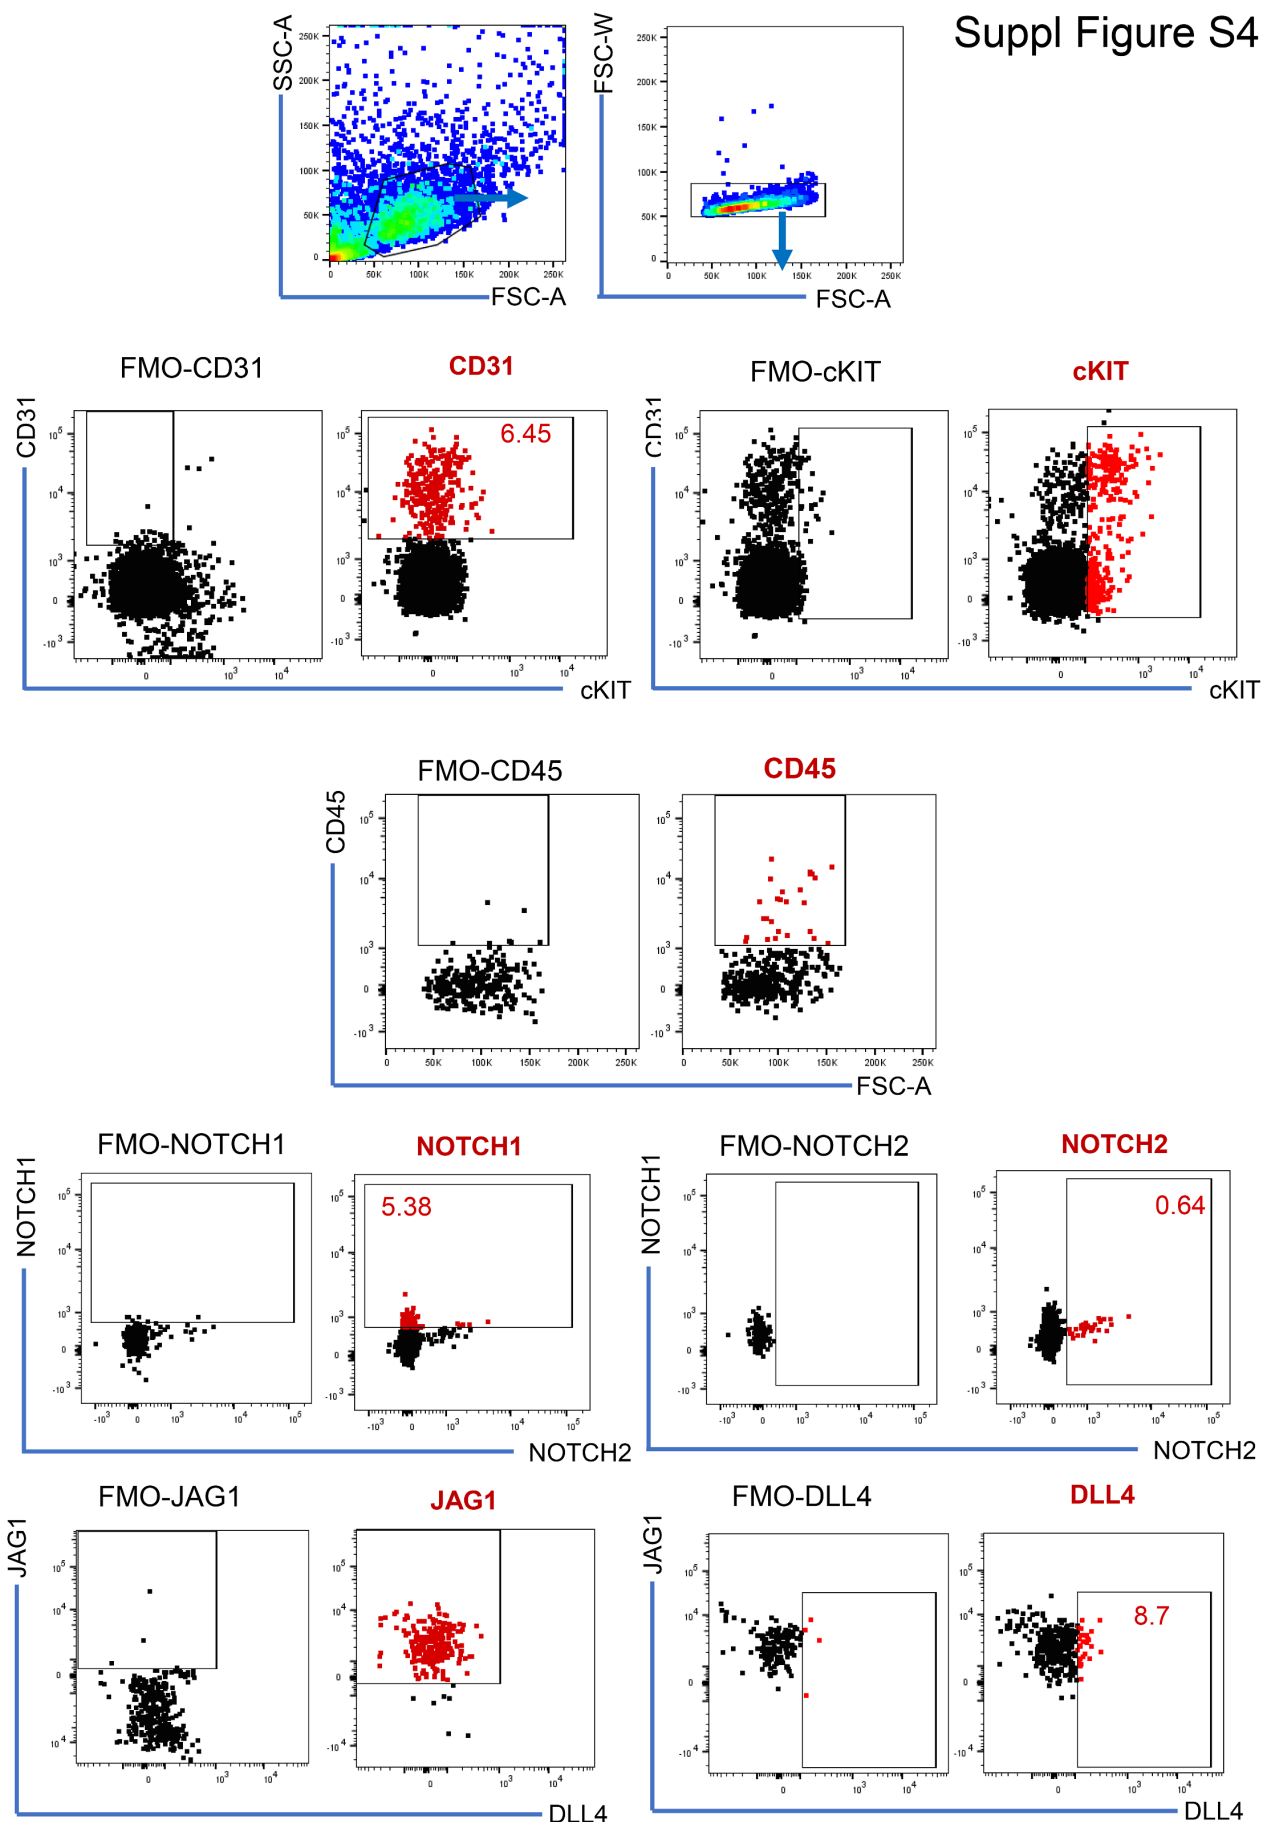

**Supplementary Figure 4: Gating and Fluorescence minus one (FMO) control for FACS analysis** Gating strategy to detect CD45, NOTCH1, NOTCH2, JAG1 and DLL4 in endo/HE and IAHC. FMOs were used to set up and verify gating for Flow cytometry analysis.

Suppl Figure  
S5

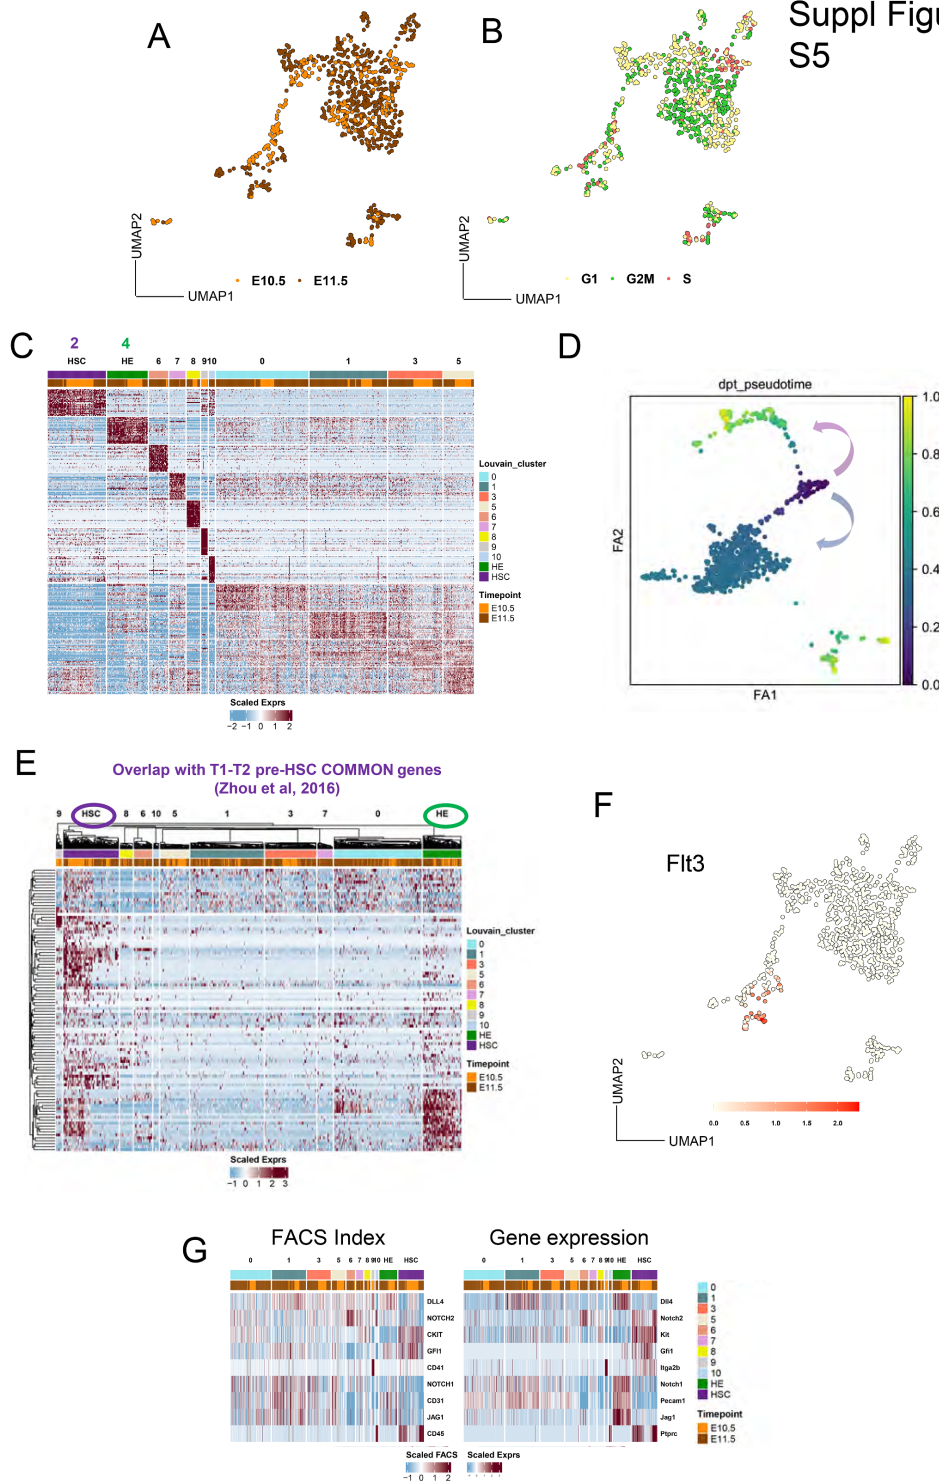

**Supplementary Figure 5: The HSC cluster corresponds to the T2-HSCs** (A) UMAP layout colored by developmental stage: E10.5 (orange, n=228 cells) and E11.5 (brown, n=547 cells). (B) UMAP representation of inferred cell cycle stage: G1 (yellow, n=379 cells), G2/M (green, n=313 cells) and S phase (red, n=83 cells). (C) Heatmap of the top 25 representative genes in each cluster. Representative genes were identified by conducting a two-sided Wilcoxon test between each cluster and the rest. Those genes not present in at least 25% cells in either groups (a particular cluster or rest) were discarded. Only those genes with adjusted p-value < 0.05 (Benjamini-Hochberg procedure for multiple testing correction) and log2 Fold Change > 0.25 were kept. The top 25 selection was based on lower adjusted p-values. (D) Forced directed graph layout of all sequenced cells (n=775) with colors highlighting pseudotime analysis results which was estimated considering HSC-HE cluster cells as the root. (E) T1/T2 common genes (98 genes) from Zhou et al, 2016 were plotted for their expression in all clusters with indication of developmental stage and identified clusters (F) UMAP showing the normalized expression levels of *Flt3* across (G) Heatmaps with Index sort levels (left) and normalized gene expression levels (left) for the indicated molecules. Developmental stage (E10.5 orange and E11.5 brown) and identified clusters annotations are included in the top banner.

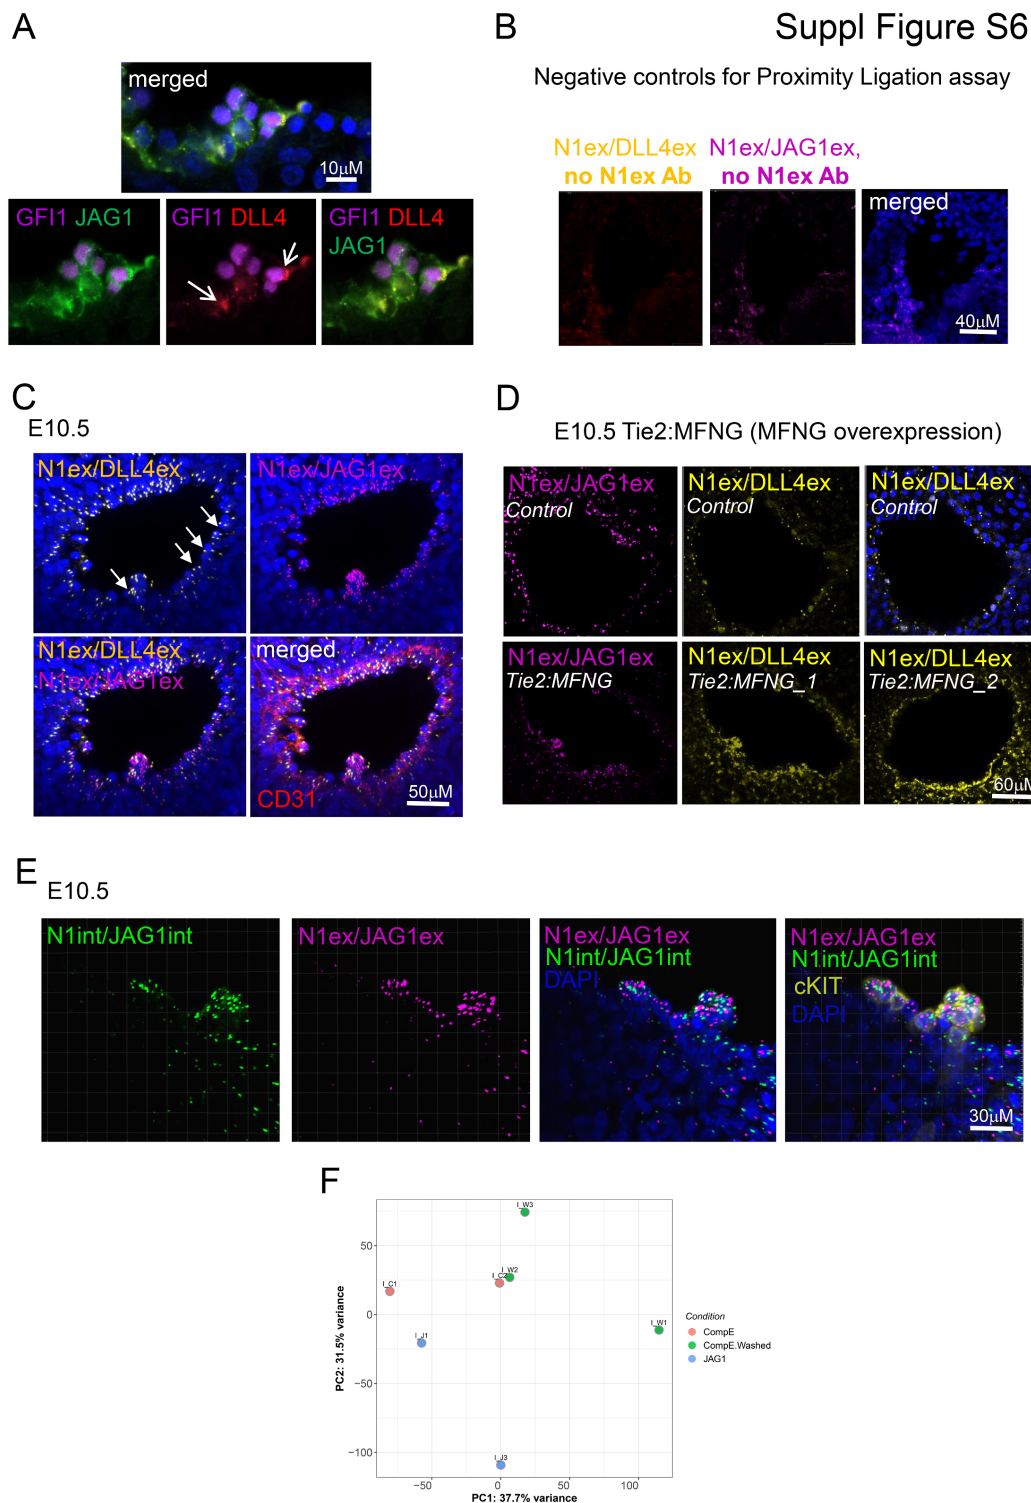

**Supplementary Figure 6: cKIT positive IAHC accumulate NOTCH1-JAG1 in *cis* conformation (A)** Immuno-histochemistry for JAG1 (green), DLL4 (red) on GFI1+Tomato (magenta) AGM sections. The localization of DLL4 at cell-cell boundaries are highlighted with a white arrow. Scale bar= 10μm. **(B)** Negative control for Proximity ligation assay. The NOTCH1ex (N1ex) antibody was omitted in this experiment. **(C)** 3D reconstruction from individual z-stacks of the dorsal aorta of E11.5 AGM with proximity ligation assay for NOTCH1ex/JAG1ex (magenta) and NOTCH1/DLL4 (yellow) with CD31 IHC (red) scale bar= 50μm. **(D)** *Tie2: Mfng* overexpressing dorsal aorta assayed with proximity ligation assay for NOTCH1ex/JAG1ex (magenta) and NOTCH1/DLL4 (yellow). Individual z-stacks of 2 different AGM aortas are shown. Scale bar= 10μm. **(E)** Compilation of z-stacks to a 3D representation of a cKIT (red) positive IAHC and DAPI (blue) probed with NOTCH1ex/JAG1ex (magenta) and NOTCH1int/JAG1int (green). Scale bar= 20um. **(F)** PC1 (37.7% data variance) and PC2 (31.5% data variance) from Principal Component Analysis (PCA) of nascent RNA data considering compE treatment (I\_C1 and I\_C2), after washout (I\_W1-I\_W3) and stimulation with Fc-JAG1 (I\_J1 and I\_J3) samples. Normalized expression matrix was corrected per biological sample effect prior to PCA.

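After variance stabilization of the 10311 genes and removal of the biological sample effect, PC1 held 38.4% and PC2 34.5% of the variance. On PC1 washout 1 stood at −220.4, Fc-JAG1 1 at 78.7 and compE 1 at 141.7, and on PC2 washout 3 stood at −183.4 and Fc-JAG1 3 at 183.4. CompE 2 and washout 2 lay near the center, at 7.55 and −7.55 on PC1. The removal centers each biological sample, so the libraries of a sample with only 2 libraries are mirror images of each other by construction. Without this removal PC1 and PC2 held 29.4% and 23.9%.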

## A

### Suppl Figure S7

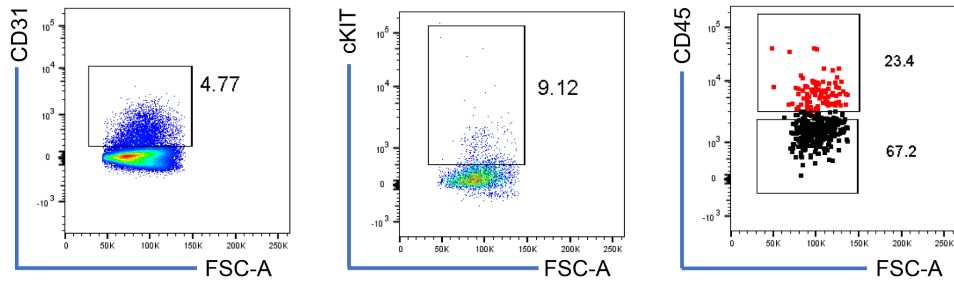

## B

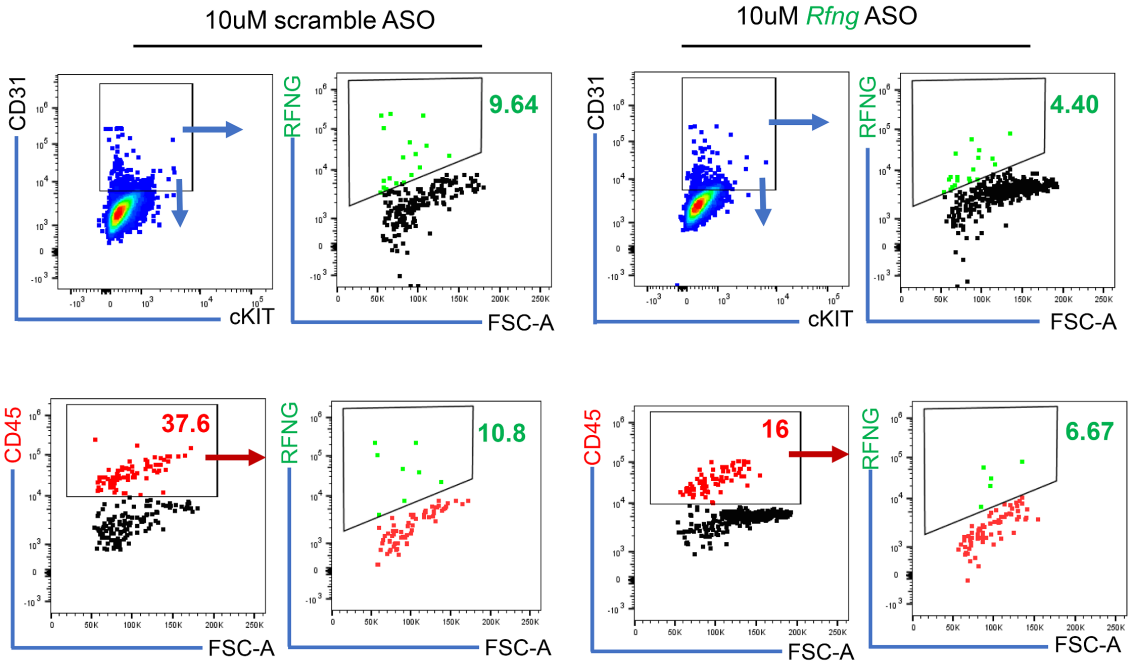

## C

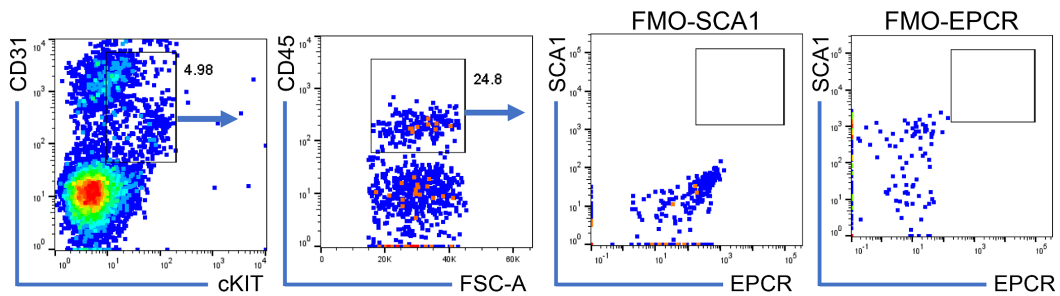

**Supplementary Figure 7: Radical fringe expression modulates NOTCH1-JAG1 *cis* conformation and T2-HSC emergence** (A) Exemplary Flow cytometry plots for determining CD45+ and CD45- IAHC. (B) Representative Flow cytometry plots of scramble and RFNG ASO mediated knock down in AGM explants. RFNG protein levels were assessed after gating on CD31+cKIT+ AGM cells or after further sub gating for CD45. (C) FMO controls for SCA1 and EPCR gates from CD31+cKIT+CD45+ cells.

# Supplementary material for: Cis inhibition of NOTCH1 through JAGGED1 sustains embryonic hematopoietic stem cell fate
**Source:** Nat Commun. 2024 Feb 21;15:1604. doi: 10.1038/s41467-024-45716-y
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File Name:** Supplementary Data 1

**Description:** Antibody, primers, recombinant Jag1 and Genentech.

**File Name:** Supplementary Data 2

**Description:** This dataset gathers for each of the 11 identified clusters the following information:

- a) Ranked list of genes per adjusted p-value as a result of comparing a particular cluster against the rest.
- b) Pre-ranked GSEA against KEGG Pathway database to obtain enriched pathways (sorted per adjusted p-value)

**File Name:** Supplementary Data 3

**Description:** Results from an overrepresentation analysis over DEGs E11.5 against KEGG Pathways database.

**File Name:** Supplementary Data 4

**Description:** Results from an overrepresentation analysis over common DEGs (n=384 genes) from CompE and Fc-Jag1 against Washed-out comparisons against KEGG Pathway database.

# Supplementary material for: Cis inhibition of NOTCH1 through JAGGED1 sustains embryonic hematopoietic stem cell fate
**Source:** Nat Commun. 2024 Feb 21;15:1604. doi: 10.1038/s41467-024-45716-y
**Supplement:** Supplementary file 8 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | scRNAseq data was collected from an Illumina NextSeq 500 sequencer platform.<br>- Nascent RNAseq data was collected from an Illumina NextSeq2000 sequencer platform<br>- FACS data was collected in a Diva (v.6.1.3) or SpectralFlow (v3.0.3) software<br>-Imaging data was collected with Leica software (v.5.1) and processed in Imaris(v.10.1)<br>- qPCRs were performed with a Lighcycler II instrument (v.1.5)                                                  |
| Data analysis   | Regarding scRNAseq analysis:<br>- STAR aligner tool (v2.7.3)<br>- HTSeq (v0.9.1)<br>- Python3 (v3.7.3)<br>- scanpy Python toolkit (v1.4.4)<br>- anndata Python package (v0.6.22.post1)<br>- umap Python package (v0.3.10)<br>- pandas Python package (v0.25.1)<br>- scikit-learn Python module (v0.21.3)<br>- statsmodels Python package (v0.15.15)<br>- fa2 Python package (v0.3.5)<br>- R software environment (v4.2.1)<br>Jewwns Supoda.a I oflop.Jod eJmeuryLk,1 |

- ggplot2 Bioconductor R package (v3.4.1)  
 - complexHeatmap Bioconductor R package (v2.14.0)  
 - Enhanced Volcano Bioconductor R package (v1.16.0)  
 Regarding nascent RNAseq analysis:  
 - FASTQC tool (v0.11.9)  
 - cutadapt trimming tool (v4.2)  
 - STAR aligner tool (v2.7.8)  
 - featureCounts from subRead software (v2.0.1)  
 - R software environment (v4.2.1)  
 - DESeq2 Bioconductor R package (v1.38.3)  
 - removeBatchEffect from limma Bioconductor R package (v3.54.2)  
 - clusterProfiler Bioconductor R package (v4.6.2)  
 - REVIGO web tool (Accessed 18th April 2023)  
 Other software used:  
 - GraphPad Prism 8.0.2  
 - FlowJO v10.7.2 CL

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

### Data availability

Single cell RNA-Seq and nascent RNA-seq data: GEO accession number GSE230794. Source data are provided with this paper as a Supplementary data 5.

### Code availability

Custom codes used in the study are available via the GitHub repository  
[\[https://github.com/BigaSpinosoLab/HSC\\_cis\\_inhibition\\_Notch1\\_Jag1\]](https://github.com/BigaSpinosoLab/HSC_cis_inhibition_Notch1_Jag1).

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                                                                                                                            |
|--------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | n/a                                                                                                                                                                        |
| Reporting on race, ethnicity, or other socially relevant groupings | n/a                                                                                                                                                                        |
| Population characteristics                                         | n/a                                                                                                                                                                        |
| Recruitment                                                        | <i>Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.</i> |
| Ethics oversight                                                   | n/a                                                                                                                                                                        |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | We used mouse embryonic (E10-E11.5) trunk tissues. For each experiment, at least 3 independent embryos were used.                                                                                                                                                                                                                                                          |
| Data exclusions | We excluded one sample (Fc-JAG1_2) from the nascent RNA sequencing data since we recovered less than 25% of unique reads for the alignment.                                                                                                                                                                                                                                |
| Replication     | Each reported experiment was performed at least in two independent experiments, ie repeating the entire protocol/method. In each experiment, at least 3 individual embryos were sampled. We also used different instruments (BD Fortessa, Cytek Aurora, BD Arial and BDInflux) and methods (FACS analysers, INC, PLA assays) to validate and cross-reference our findings. |
| Randomization   | n/a                                                                                                                                                                                                                                                                                                                                                                        |
| Blinding        | n/a                                                                                                                                                                                                                                                                                                                                                                        |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

FACS/Index staining  
 name clone supplier Cat # LOT number used dilution  
 CD31 Alexa 647 Mec13.3 BioLegend #102515, B216399, 1/200  
 c-KIT—APC—eFluor780 2B8 ebioscience # 47-1171-82, 2373373, 1/200  
 CD45 PerCP5.5 3D-F11 Invitrogen # 45-0451-82, 2622634, 2518488, 1/200  
 CD201 (PROCR/EPCR) eFL 710 eBio1560 Invitrogen# 46-2012-80, 1187894, 1/200  
 Sca1-FITC E13-161.7 BD Bioscience #561077, B236533, 1/200  
 Notch antibodies  
 NOTCH1-APC HMN1-12 biolegend #130613, B284675, 1/200  
 NOTCH1 Alexa Fluor421 HMN1-12 biolegend #130615/200  
 NOTCH2-Alexa Fluor700 FAB5196-N R&D #FAB5196N-100UG, 1503007, 1/200,  
 NOTCH3-APC HMN3-133 ebioscience # 12-5763-80, 1942471, 1/200  
 NOTCH4-PE HMN4-14 ebioscience ## 12-5764-80, 4308873, 1/400  
 DELTA LIKE 4 -APC HMND4-1 biolegend #130813, B218775, 1/200  
 JAGGED1-PE HMJ1-12 biolegend #130907, B311289, 1/400  
 JAGGED2-bio HMJ2-1 miltenyi biotech #130-102-316, 1/200  
 IHC antibodies  
 Primary antibodies  
 biotinylated rat anti-mouse CD31 clone MEC13.3 BD Bioscience #553371, 1/200  
 rat Anti-mouse cKIT 2B8 eBioscience #13-1171-82, 2269942, 1/200  
 goat anti-DLL4 AF1389 R&D systems #AF1389-SP, 1/200  
 goat anti-JAG1 C20 santa cruz , discontinued, I2115, 1/200  
 Secondary antibodies  
 Alexa Fluor 647 goat anti-rat Life Technologies #SAB4600186-250UL, 2041652, 1/400  
 Alexa fluor 488 donkey anti-goat donkey anti-goat Molecular probes #Cat # A-11055, 2059218, 1/400  
 Alexa Fluor 488 donkey anti-rabbit donkey anti-rabbit Molecular probes #Cat # A-21206, 2541645, 1/400,

Alexa Fluor 594 donkey anti-rabbit donkey anti-rabbit Life Technologies #Cat # A32740, 2266563, 1/400

#### Proximity Ligation assay

N1 Intracellular (Human Notch1 as 2500-2600) rabbit Anti-Notch1 antibody EP1238Y, abcam #ab52627, GR3236291, 1/400

N1 extracellular (NRR of mouse Notch1) rabbit Anti-Notch1 antibody E6, abcam #ab245686, GR3235121, 1/400

JAG1 extracellular (aa110-125 of Human Jagged1) rabbit Anti-Jagged1 antibody recombinant, abcam #ab7771, GR288274, 1/400

JAG1 intracellular (C-terminal) goat Anti-JAG1 antibody C20 santa cruz 1/400

Antibodies kindly gifted by GENENTECH, supplied upon request

Antibody Stock concentration Working concentration

In vitro for explants

anti-Jag1, mlgG2a 8,65mg/ml 50ug/ml, LOT 27601

anti-Notch1 hlgG1 11,3mg/ml 50ug/ml, LOT 567908

Supplier catalog number concentration

Recombinant Rat Jagged 1 Fc Chimera Protein, CF R&D 44: 599-JG 4ug/ml

#### Validation

antibodies were validated by FACS with single staining and FMO controls. In IHC and PLA, antibodies were tested and compared in secondary only control, or by comparing the expression pattern with published data sets.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

#### Laboratory animals

Mice born in the Barrier area are socially housed, up to four male and five female mice, in 1145T (Tecniplast) cages in individually ventilated cages. Autoclaved black poplar shavings (Souralit) is used as bedding, and irradiated tissues as nesting material. Autoclaved cardboard cylinders are added to cages with mating pairs and individually-housed mice as additional environmental enrichment. Once a week mating pairs and once every two weeks the rest of socially housed mice, together with the nesting material, are transferred to clean cages. Mice have ad libitum access to autoclaved water and irradiated diet (J. Rettenmaier & Söhne GmbH + CO KG; RM3 for breeding pairs and young mice until nine weeks old, and RM1 as maintenance diet after nine weeks of age). Rooms are maintained under standard environmental conditions (humidity: 40–60%; temperature: 20–24°C) and a 12h light/dark cycle (lights on at 08:00h). Animal care and use programme is approved by PRBB-Ethics Committee and accredited by AAALAC International, following European (2010/63/UE) and Spanish (RD 53/2013) regulations.

The CD1-IGS wild type strain and Gfi1:tomato (Thambyrajah et al., 2016) were used in this study. For time matings, Gfi1:tomato or CD1 WT females were mated to Gfi1:tomato or CD1 WT males. Jag1floxed mice (B6.129S-Jag1tm2Grid/SjJ) purchased from the Jackson laboratory were bred to Ve-cadherin CreERT2 mice (Monvoisin et al, 2006)

#### Wild animals

n/a

#### Reporting on sex

not applicable since embryos were collected at mid-gestation stage of embryogenesis. In fact, no sex bias was introduced in this study since the gender was not determined.

#### Field-collected samples

n/a

#### Ethics oversight

n/a

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

#### Seed stocks

n/a

#### Novel plant genotypes

n/a

#### Authentication

n/a

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

AGMs of E10- E11.5 embryos were dissected in PBS with 7% fetal calf serum (FBS) and penicillin/streptomycin (100 U/mL). Single cell suspensions were generated by incubating the tissues for 20-30 minutes in 500 ul of 1mg/ml of Collagenase/Dispase (Roche cat# 10269638001) before mechanical dissociation with a syringe and needle. The resulting single cell suspension was used for antibody staining.

Instrument

FACS analyzers: BD Fortessa or Cytex Aurora  
iFACS sorters: Arian or BD Influx (BD Biosciences)

Software

FACS plots were generated using FACS Diva software or Flowio V10

Cell population abundance

FACS sorters were used in the "high purity" setting. Unfortunately, due to the small number of cells of the samples, we could not run post-sort purity test.

Gating strategy

First, using FSC-A and SSC-A we excluded cells debris. In the second step, FSC-W and FSC-A were used to gate on single cells, followed by exclusion of dead cells with DAPI staining. In the first experiment of each staining Florescence minus one controls were used to establish the cut off lines for each gate. We also cross-examined how the staining of a given positive population behaved within a known negative control population within the same sample. Finally, we also checked and compared our gates and staining efficiency with published data sets whenever possible. Frequency of a population from the previous Jewwns Supoda.a l oflop.Jod elmeu  
4  
(indicated) gate are shown in each FACS plot.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

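Nascent RNA from GFI1+ IAHC cells of E11.5 AGM was measured in 7 libraries: 3 of the washout, 2 with compE and 2 with Fc-JAG1. By the methods and the labels, the authors trimmed the reads with cutadapt 4.2, aligned them to GRCm38 with STAR 2.7.8, kept uniquely mapped reads and assigned them to genes with featureCounts (Subread 2.0.1). The raw counts as deposited hold 55487 genes, 1 column per library, and are whole numbers with no normalization. The filtered counts as deposited were made by the authors from the raw ones, by keeping genes with at least 10 counts in at least 2 replicates of one condition. The log2 values as deposited were made by the authors with the variance-stabilizing transformation of DESeq2 1.38.3 on the filtered counts and run from 6.51 to 18.7. The same transformation computed here from the filtered counts differed from them by at most 1.94 over 72177 values, and by at most 0.603 when the design was used. All columns were assigned to a condition by their labels. Fc-JAG1 2, which the authors left out, was not used here.

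Of the gene identifiers, 55227 were placed by GENCODE M21 on GRCm38, 2 were named from Supplementary Data 4 and 258 have no symbol. The number in a label was taken as the biological sample, since the study states that its samples are paired. The expression deviations of libraries with the same number from their condition's mean correlated at −0.0854 to 0.0915 (5 pairs). The centering ties the pairs of different numbers to these, so whether libraries of one number are alike was not settled, and fits with no replicate block were run as alternatives.

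Total counts per library ran from 21652927 to 33974693, with medians of 30059615 for the washout, 31196098 for compE and 29524890 for Fc-JAG1. The libraries carry no molecular identifiers, so high counts of a gene can come from few captured molecules. Fc-JAG1 and compE were each compared with the washout, and with each other, in R 4.3.3 with edgeR 4.0.16 (quasi-likelihood fit with bias-adjusted deviances, TMM normalization, terms for sample number and condition) on the 10311 genes that pass the authors' filter. P-values were adjusted by the method of Benjamini and Hochberg, with a threshold of 0.05. Before the data were examined, the samples, the comparisons, the main test, the lists of genes and 91 pairs of a result and an alternative were set, among them DESeq2 1.42.0 (Wald test), edgeR's likelihood ratio and earlier quasi-likelihood tests, limma 3.58.1 (voom), other scalings and filters, and leaving out each library. A further 18 were added after the data had been seen: DESeq2 without each library, with TMM factors, and with no replicate block and without washout 1 and 3, and fry without the H2-Q genes. The median log2 fold change of all genes with Fc-JAG1 was 0.44 with TMM, 0.07 with the size factors of DESeq2 in edgeR and 0.71 with total counts only, so a log2 fold change of that size is no change of a single gene.

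The lists of genes, written from general knowledge and before the data were examined, were 25: Notch pathway components, Notch target genes, G1/S and G2/M cell cycle, myeloid and lymphoid differentiation, chromatin remodeling, autophagy, MHC class I presentation, cytokine and innate immune signaling, HSC, endothelial and arterial, and erythroid and megakaryocyte genes, interferon-stimulated genes, immediate early and stress genes, p53 targets, proteasome, ribosomal proteins, mitochondrially encoded genes, nuclear long noncoding RNA, and markers of macrophages, erythrocytes, mesenchyme, neural cells and epithelium. The 22 with at least 3 measured members were tested with fry and camera (correlation 0.01, or estimated), with a one-sided Fisher's exact test of the DESeq2 calls, and against 10000 random lists of genes of like level. The gene ontology and KEGG terms of the study were not used here.

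Genes named in the text follow a rule set before the data were examined, when a few lines of Supplementary Data 4 had already been seen: per comparison, the 10 genes with the smallest p on each side among those that went the same way in both pairs, the genes that the paper names or shows in Fig. 6F, and the 3 members with the smallest p of each list. Where other genes are named, this is said, or they are members of a list called by DESeq2. Some genes that meet the rule are not reported here. For log2 CPM a prior count of 2 was used. Figures were drawn with matplotlib 3.10.9.

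The tests were checked on simulated data with 100 genes changed 4-fold and 100 changed 32-fold in the Fc-JAG1 libraries. With the dispersions of these data, edgeR found 0% of either and called 0 unchanged genes, and DESeq2 found 14% and 30% and called 673 unchanged genes. With a dispersion of 0.02, edgeR found 100% of both and called 4 unchanged genes, and DESeq2 found 98% and 97% and called 6. The number of libraries is the same in both settings, so the spread between libraries sets what can be found. The common dispersion of the data was 2.42.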

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

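The tests of transcripts absent from washout 1 and 3, of one scaling factor per library and of abundant genes chosen in 2 of the richer libraries were chosen after the results had been seen, as were the fits that left out a library with DESeq2.

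Fc-JAG1 and compE were compared with each other, which the paper does not report. Kat2b, which encodes an acetyltransferase of the Notch nuclear complex, had 1265 and 5527 counts in Fc-JAG1 1 and 3 and 14 and 1306 in compE 1 and 2, and Ifngr1 3976 and 6145 and 0 and 1449. DESeq2 called 1175 genes, 947 higher and 228 lower with Fc-JAG1, and edgeR 0, with 289 at an unadjusted p under 0.05, while limma voom called 1 and edgeR's likelihood ratio test 0. By DESeq2, 8 of 44 measured genes of cytokine and innate immune signaling were higher and 0 lower (12 and 0 when adjusted over the list alone), as were 8 of 41 G1/S genes (8 and 0) and 6 of 52 G2/M genes (6 and 0), where an even spread over the 8839 genes with at least 10 counts in at least 2 replicates of either condition would give 4.61, 4.29 and 5.25 higher among the 43, 40 and 49 that these hold (one-sided Fisher's exact test, p = 0.0832, 0.0585 and 0.430, adjusted over 22 lists 0.610, 0.610 and 1.00). The DESeq2 count was 749 without compE 1 (711 higher and 38 lower), 761 without Fc-JAG1 3 (232 and 529), 886 without compE 2 (874 and 12), 1054 without Fc-JAG1 1 (370 and 684), 1685 without washout 3 (1104 and 581), 1874 without washout 2 (1510 and 364), 2024 without washout 1 (1435 and 589), 1271 with TMM factors (1074 and 197) and 190 with no replicate block (85 and 105), and 0 of the 1175 genes were called in all 7 fits that left out a library. Only Fc-JAG1 1 and compE 1 share a sample number. By the rule of 10 counts in 2 replicates, only genes with 10 counts in every Fc-JAG1 and compE library could be called in all 7 fits.

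DESeq2 called more genes with Fc-JAG1 than with compE, most of them higher. With no replicate block (154 higher, 234 lower) and without Fc-JAG1 1 most were lower. Without any 1 other library, as without washout 2 (1748 and 837), most were higher. Of the 1619 higher genes, 928 had under 10 counts in both washout 1 and 3. By the rule of 10 counts in 2 replicates, these could not be called without Fc-JAG1 1 or 3, so the balance there is partly set by that rule. For the scaling, DESeq2 size factors were moved until the median log2 fold change of all genes was near 0 in both comparisons. Before, it was 0.41 with Fc-JAG1 and −0.27 with compE. Then 2105 genes were called with Fc-JAG1, 68.6% of them higher, and 923 with compE. An offset of this size is therefore argued against. The test kept one scaling factor per library, so it cannot tell whether a single factor suits libraries that hold such different numbers of genes, and this stays open. The genes called higher lay 7.90 and 8.17 (median log2) above the paired washout 1 and washout 3 in Fc-JAG1 1 and 3, and 0.43 and 1.51 above washout 2, where all genes tested lay 0.02 above and 0.26 below it, so the Fc-JAG1 libraries differ on whether transcripts absent from washout 1 and washout 3 are the cause, and this stays open. All 24 labellings of the libraries within sample numbers gave more DEGs in the place of Fc-JAG1 (1511 to 2486) than in that of compE (125 to 962), and 10, the real one included, gave at least the real 2108, with 2486 as the highest other, so chance is not excluded and the greater number of DEGs is no sign of an effect of Fc-JAG1. The count of higher genes, 1619, was above that of every other labelling, the highest of which was 1585. That labelling also kept both Fc-JAG1 libraries in their place. All labellings with Fc-JAG1 1 in the place of Fc-JAG1 gave 1234 to 1619 higher genes, and those without it 476 to 904. With washout 3 beside Fc-JAG1 1, instead of Fc-JAG1 3, the count was 1234 to 1460. The direction thus goes with this 1 library. An effect of Fc-JAG1 on the direction stays open, untested apart from these comparisons.

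Washout 1, washout 3, compE 1 and Fc-JAG1 3 hold far fewer genes than washout 2, compE 2 and Fc-JAG1 1, and each condition has libraries of both kinds. Sequencing depth is argued against, since after thinning to 21652927 counts the poorest of the 3 richer libraries still held 3379 more genes with 10 counts than the richest of the others, and so are mitochondrial transcripts taking the reads, since the gap was 3323 without them. Of the 1000 genes most abundant in the 3 richer libraries, 7.2%, 3.5%, 3% and 3.7% had under 10 counts in washout 1, washout 3, compE 1 and Fc-JAG1 3, below a bound of 5% set before the values were seen in all but washout 1. The bound was an assumed one, and with the genes chosen in 2 of the richer libraries, 0% to 0.1% had under 10 counts in the one left out and 2.6% to 7.8% in the 4 others, which goes with a loss, so transcripts lost before amplification stay open, at this level and among scarcer transcripts. Washout 2 and compE 2 share a sample number, but Fc-JAG1 1 shares number 1 with washout 1 and compE 1 and correlated with these at 0.401 and 0.506 (Spearman, across genes), against 0.833 and 0.831 with washout 2 and compE 2, so sample numbers do not separate the 2 kinds of library, and other differences between the cells stay open and were not tested.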

How the results depend on the processing

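The alternatives with DESeq2 that leave out a library, use TMM factors or omit washout 1 and 3, and fry without the H2-Q genes, were chosen after the data had been seen.

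The counts of DEGs depend on the test. In the order Fc-JAG1 against washout, compE against washout, Fc-JAG1 against compE, shared, and Fc-JAG1 only, edgeR called 0 each, and 0 each with its earlier quasi-likelihood test, other scalings, no filter, edgeR's own filter, an adjusted p under 0.1, and without any one library (526, 273 and 289 genes at an unadjusted p under 0.05). DESeq2 called 2108, 962, 1175, 384 and 1724. With no replicate block it called 388, 325, 190, 86 and 302, with TMM factors 2163, 910, 1271, 388 and 1775, and with no block and without washout 1 and 3 260, 241, 456 and 104 shared, which leaves the rest of the 260 as Fc-JAG1 only. The likelihood ratio test called 134, 1, 0, 0 and 134, and voom 1, 1, 1, 0 and 1. EdgeR called 1, 0, 0, 0 and 1 with a mean count of 100 and again with no replicate block, each time CT010467.1.

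Leaving out libraries one at a time gave 0 by edgeR in each result, and by DESeq2 1483 (without compE 2) to 3000 (without washout 1), 90 (without compE 1) to 2430 (without washout 2), 749 (without compE 1) to 2024 (without washout 1), 14 (without compE 1) to 1098 (without washout 2), and 1268 (without compE 2) to 2857 (without compE 1). Of the 2108 DESeq2 DEGs with Fc-JAG1, 305 were called the same way with no block, 1959 with TMM factors and 130 by the likelihood ratio test, and of the 962 with compE 252, 879 and 0. The cause was not tested. With the block, Fc-JAG1 against compE on these libraries alone leaves no residual degrees of freedom, and a fit of them alone with no block was not run.

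With Fc-JAG1, fry passed 1 list for change either way, MHC class I presentation, and 0 with no replicate block, with a mean count of 100 or without the H2-Q genes; leaving out libraries gave 0 to 3 (3 without compE 2). With compE, 0 lists passed one way, and 0 to 1 with a library left out (1 without compE 2).

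Over 46 genes and comparisons, alternatives gave 1232 log2 fold changes, of which 21 had the other sign, 267 the same sign and passed the threshold, and 944 the same sign and did not; 38 had no value of the other sign. By DESeq2 with no block and without washout 1 and 3, Notch1 was at −0.89, Jag1 at 0.47 and Kit at 0.99. Runx1 was at −0.0094 by DESeq2 and −0.0088 with its size factors in edgeR. With a library left out, Notch2 ran from −0.21 (washout 1) to 2.85 (Fc-JAG1 3), both by DESeq2. Gata2 with compE ran from −16.52 (washout 2) to 0.36 (compE 1), both by edgeR. In the other ranges the low end is from DESeq2 and the high end from edgeR, so they also hold the difference between these tests. Jag1 ran from −7.78 (washout 3) to 1.72 (Fc-JAG1 1), and Myc from −4.75 (Fc-JAG1 1) to 0.0048 (Fc-JAG1 3). Runx1 ran from −0.75 (washout 3) to 1.15 (Fc-JAG1 1), and CT010467.1 from −0.16 (washout 3) to 3.63 (Fc-JAG1 1). With all libraries Jag1 was at −3.41 by DESeq2 and −6.67 by edgeR. The cause was not tested.

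PC1 and PC2 held 29.4% and 23.9% of the variance with the sample effect not removed, 38.1% and 34.5% from log2 CPM, 36.3% and 34.8% with the condition kept in the design, and 38.8% and 34.4% from the authors' values. The richest library held 1.35 times the genes of the poorest at a minimum of 1 count and 2.17 times at 100 counts. The tests were not repeated on thinned counts, so what depth limits in them was not tested.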

Differences from the paper's values

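The fit with DESeq2 without washout 1 and 3, and those that leave out a library with DESeq2, were chosen after the data had been seen and are not set beside the paper's values.

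The paper gives 962 DEGs with compE, 384 shared with Fc-JAG1 and 1,724 only with Fc-JAG1, and edgeR called 0, 0 and 0 at the same thresholds, an adjusted p under 0.05 and at least 10 counts in at least 2 replicates of either condition (273 genes with compE and 526 with Fc-JAG1 at an unadjusted p under 0.05). Of the alternatives set before the data were examined, DESeq2's Wald test with the sample number as a block, which is the test in the paper's methods, gave 962, 384 and 1724. The others, which are DESeq2 with no block (325, 86 and 302), edgeR's likelihood ratio test (1, 0 and 134), its earlier quasi-likelihood test, limma voom, other scalings and filters, and leaving out a library with edgeR, did not come within 1.5 times of these values. DESeq2 with TMM factors, chosen after the values were seen, gave 910, 388 and 1775, with 879 of the 962 compE DEGs called the same way.

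Supplementary Data 4 of the paper gives 1619 exclusively up-regulated DEGs for Fc-JAG1, and edgeR called 0. DESeq2 called 1619 genes higher in all, of which 318 were also called higher with compE and 1301 were not called with compE. The 1724 genes called only with Fc-JAG1 are 1301 higher and 423 lower. By count, the paper's 1619 therefore equals all genes called higher with Fc-JAG1, not the exclusive ones. The 1301 lie within 1.5 times of the paper's number, and the values of the other alternatives set before the data were examined do not.

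The paper gives a depth of 46 M to 53 M reads per sample, 49 M on average, and the counts assigned to genes came to 21.7 M to 34.0 M, 29.3 M on average. The paper counts sequenced reads and the values here count reads assigned to genes, so these are different quantities, and no alternative was set for them.

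Of the 43 genes shown in the heatmap of Fig. 6F, which the paper describes as DEGs, DESeq2 called 34 higher and 2 lower and edgeR 0, with 8 at an unadjusted p under 0.05. The other 7 (H2-Q2, Tnfrsf1a, Ccr4, Notch1, Myc, Rab37 and Ccnd1) carry an asterisk there, which the legend gives for a wider threshold, and had an adjusted p between 0.05 and 0.1 by DESeq2. The pairs went opposite ways in 9 of the genes, H2-DMa, Fbxo22, Tnfrsf1a, Il13, Dvl3, Tle3, Dtx4, Rab37 and Ccnd1.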

Other observations

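The simulations, the shuffles and the counts of genes by their level in washout 1 and 3 were chosen after the data had been seen.

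Several stress and growth arrest genes, which respond to handling as well as to signals, were called with Fc-JAG1 by DESeq2. Of 20 measured immediate early and stress genes 5 were higher, Egr1, Ier2, Atf3, Gadd45a and Gadd45g, and 3 lower, Klf6, Dnajb1 and Hsph1 (6 and 3 when adjusted over the list alone). Atf3, a stress-induced transcription factor, had 1574 and 4199 counts in Fc-JAG1 1 and 3, 1 and 0 in washout 1 and 3 and 1172 in washout 2. Of 15 measured p53 targets and apoptosis genes 3 were higher, Sesn1, Plk3 and Bid, and 2 lower, Sesn2 and Casp9 (3 and 2 over the list alone). Plk3 had 1700 and 10592 counts against 0 and 0, with 1300 in washout 2. By an even spread over the 9569 genes used for the other lists, 3.21 of 19 stress genes and 2.37 of 14 p53 genes would be higher. Neither list passed a one-sided Fisher's exact test (p = 0.208 and 0.431). EdgeR called 0 of either list, with 1 and 2 at an unadjusted p under 0.05.

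Of 17 measured erythroid and megakaryocyte genes 2 were higher with Fc-JAG1 by DESeq2, Epor, the erythropoietin receptor, and Ank1 (2 and 0 over the list alone). Of 31 proteasome genes 3 were higher and 1 lower (1 and 1), of 60 ribosomal protein genes 2 were higher and 0 lower (1 and 0), of 9 interferon-stimulated genes 1 was higher, Irf9 (1 and 0), and of 10 nuclear long noncoding RNA 1 was lower, H19 (0 and 1). Of 9 mitochondrially encoded genes 0 were called by DESeq2 or edgeR, and 0 had an unadjusted p under 0.05 by edgeR. EdgeR called 0 genes of these lists, with 0 at an unadjusted p under 0.05. Among markers of other cells, 1 of 7 for macrophages was higher, Cd14 (1 and 0), the 1 measured for mesenchyme, Acta2, was lower (0 and 1), and 0 of 4 for erythrocytes and 0 of 1 for neural cells were called (0 and 0), with 1 macrophage marker and 0 others at an unadjusted p under 0.05 by edgeR. No epithelium marker passed the filter. With compE, DESeq2 called 5 autophagy genes higher and 0 lower (5 and 0), 3 cytokine and innate immune genes higher and 5 lower (3 and 6), and 2 endothelial genes lower, Cxcr4 and Icam2 (0 and 3).

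CT010467.1, an annotated ribosomal RNA gene, had the smallest p by edgeR with Fc-JAG1, at a log2 fold change of 1.91 (standard error 0.37, adjusted p = 0.381), higher in both pairs. It had 51438 and 28815 counts in washout 1 and 3 and 175738 to 245768 in the other 5 libraries. Its adjusted p was 0.0258 by edgeR with a mean count of 100 and 0.0410 with no replicate block, and above 0.05 under the other alternatives, up to 1, with −0.16 as the log2 fold change by DESeq2 without washout 3 (adjusted p = 0.894).

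Gfi1 was called lower with compE by DESeq2 (adjusted p = 3.33e-06). CompE 1 and 2 had 0 and 0 counts, however, and washout 1 and 2 had 0 and 12. High counts were found only in washout 3 (2477), which has no compE partner, and in Fc-JAG1 1 (2504), which shares its number with compE 1. Which of these libraries the call rests on was not tested. By edgeR the adjusted p of Gfi1 was 1.00.

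In 10 simulations with no change between groups and the dispersions of these data, DESeq2 called 711.4 genes with Fc-JAG1 on average (622 to 773) and 459.6 with compE (399 to 492), against 2108 and 962 in the data. In 6 shuffles of values among genes of similar level, it called more, 1742.7 with Fc-JAG1 on average (1643 to 1863) and 713.8 with compE (663 to 792). Of those with Fc-JAG1, 1435.7 were higher on average, against 1619 in the data. Of 24 labellings within sample numbers, none but the real one gave as many compE DEGs (962, highest other 892) or shared DEGs (384, highest other 346), and by edgeR other labellings gave up to 10 and 8 DEGs where the real one gave 0 and 0. Of the 489 genes called lower with Fc-JAG1 by DESeq2, 354 had under 10 counts in Fc-JAG1 1 or Fc-JAG1 3 and 206 in both. Of the 584 called higher with compE, 92.6% had under 10 counts in washout 1 and 25.5% in washout 2.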
